# Cartilage-specific *Sirt6* deficiency represses IGF-1 and enhances osteoarthritis severity in mice

**DOI:** 10.1136/ard-2023-224385

**Published:** 2023-08-07

**Authors:** John A Collins, C James Kim, Ashley Coleman, Abreah Little, Matheus M Perez, Emily J Clarke, Brian Diekman, Mandy J Peffers, Susanna Chubinskaya, Ryan E Tomlinson, Theresa A Freeman, Richard F Loeser

**Keywords:** osteoarthritis, chondrocytes, arthritis, experimental, osteoarthritis, knee, biological therapy

## Abstract

**Objectives:**

Prior studies noted that chondrocyte SIRT6 activity is repressed in older chondrocytes rendering cells susceptible to catabolic signalling events implicated in osteoarthritis (OA). This study aimed to define the effect of *Sirt6* deficiency on the development of post-traumatic and age-associated OA in mice.

**Methods:**

Male cartilage-specific *Sirt6*-deficient mice and *Sirt6* intact controls underwent destabilisation of the medial meniscus (DMM) or sham surgery at 16 weeks of age and OA severity was analysed at 6 and 10 weeks postsurgery. Age-associated OA was assessed in mice aged 12 and 18 months of age. OA severity was analysed by micro-CT, histomorphometry and scoring of articular cartilage structure, toluidine blue staining and osteophyte formation. SIRT6-regulated pathways were analysed in human chondrocytes by RNA-sequencing, qRT-PCR and immunoblotting.

**Results:**

*Sirt6-*deficient mice displayed enhanced DMM-induced OA severity and accelerated age-associated OA when compared with controls, characterised by increased cartilage damage, osteophyte formation and subchondral bone sclerosis. In chondrocytes, RNA-sequencing revealed that *SIRT6* depletion significantly repressed cartilage extracellular matrix (eg, *COL2A1*) and anabolic growth factor (eg, insulin-like growth factor-1 (*IGF-1*)) gene expression. Gain-of-function and loss-of-function studies in chondrocytes demonstrated that SIRT6 depletion attenuated, whereas adenoviral overexpression or MDL-800-induced *SIRT6* activation promoted IGF-1 signalling by increasing Akt^ser473^ phosphorylation.

**Conclusions:**

SIRT6 deficiency increases post-traumatic and age-associated OA severity in vivo. SIRT6 profoundly regulated the pro-anabolic and pro-survival IGF-1/Akt signalling pathway and suggests that preserving the SIRT6/IGF-1/Akt axis may be necessary to protect cartilage from injury-associated or age-associated OA. Targeted therapies aimed at increasing SIRT6 function could represent a novel strategy to slow or stop OA.

**WHAT IS ALREADY KNOWN ON THIS TOPIC**

- Sirt6 activity significantly declines in ageing chondrocytes, which promotes catabolic signalling events implicated in osteoarthritis (OA) development and progression.
- Sirt6 regulates multiple pathways necessary for chondrocyte homeostasis but the effect of Sirt6 deficiency on OA development in vivo and the specific Sirt6-associated mechanisms responsible remain largely unexplored.

**WHAT THIS STUDY ADDS**

- Cartilage-specific Sirt6 deficiency enhances post-traumatic OA and accelerates age-associated OA in mice.
- Depletion of chondrocyte Sirt6 significantly represses insulin-like growth factor-1 (IGF-1) signalling and downregulates multiple cartilage extracellular matrix components including COL2A1.
- Genetic and pharmacological activation of Sirt6 promotes pro-survival and pro-anabolic IGF-1/Akt activation in human chondrocytes.

**HOW THIS STUDY MIGHT AFFECT RESEARCH, PRACTICE OR POLICY**

- The SIRT6/IGF-1 signalling axis is an important mediator of cartilage integrity and the chondrocyte phenotype.
- Targeted therapies that promote chondrocyte SIRT6 activity during ageing and in response to injury represents a novel strategy to reduce OA severity.

## Introduction

The highly conserved NAD^+^-dependent family of sirtuin deacetylases and mono-ADP ribosyltransferases (sirtuins 1–7) are key epigenetic regulators that control age-associated cell signalling pathways and promote longevity in various model organisms.^1 2^ Efforts to elucidate the precise roles of the nuclear localised sirtuin 6 (SIRT6) in ageing and disease have come to the fore since the finding that global loss of *Sirt6* in mice leads to a progeroid phenotype, metabolic dysfunction and death within 4 weeks of birth.^3^ Conversely, transgenic overexpression of *Sirt6* governs metabolic signalling events during ageing to extend lifespan in both male and female mice.^4–6^ Several lines of evidence demonstrate that SIRT6 regulates an array of age-associated biological processes including DNA repair, cellular metabolism, oxidative stress, inflammation, autophagy and senescence.^1 2^ As such, maintenance of SIRT6 activity during ageing, or in response to stress, is considered important for the prevention of ageing diseases such as cardiovascular disease, various metabolic and neurodegenerative disorders including diabetes and Alzheimer’s, certain cancers and arthritis.^1 2 7 8^

Age and joint injury are key risk factors for osteoarthritis (OA), which is the most common form of joint disease and a major cause of disability in the elderly.^9 10^ Age-associated or injury-associated alterations that favour catabolic over anabolic signalling events in chondrocytes promote loss of extracellular matrix (ECM) components and are postulated to drive cartilage degradation in OA development and progression.^9 10^ Recent evidence suggests that SIRT6 may be a critical regulator of these processes.^7 8 11 12^ For example, in vitro cell culture studies have shown that SIRT6 overexpression decreases replicative senescence, matrix metalloproteinase-13 (MMP-13) levels and nuclear factor kappa B (NF-ĸB)-regulated gene expression in human chondrocytes,^11^ whereas SIRT6 depletion increases markers of DNA damage and telomere dysfunction-induced foci in chondrocytes^12^ and significantly represses *COL2A1* and *ACAN* gene expression in the chondrosarcoma SW1353 cell line.^13^ In vivo data in mice demonstrate that *Sirt6* haploinsufficiency increases cartilage proteoglycan loss and infrapatellar fat pad cytokine levels, resulting in higher Osteoarthritis Research Society International (OARSI) scores in middle-aged mice on a high fat diet.^14^ In addition, myeloid-specific *Sirt6* deficiency in mice has been shown to increase joint inflammation and sensitivity to pro-catabolic FOXO1 signalling events to enhance joint inflammation in collagen-induced and K/BxN serum transfer models of rheumatoid arthritis.^15^ Conversely, intra-articular administration of adeno-associated virus or lentiviral SIRT6, to increase SIRT6 levels within the joint space, provides protection against cartilage damage in young mice receiving destabilisation of the medial meniscus (DMM) surgery.^7 11^

Our previous study in primary human chondrocytes demonstrated that activation of SIRT6 promotes resistance to oxidative stress via increasing antioxidant protein levels, decreasing pro-oxidant TXNIP levels and rapidly detoxifying nuclear generated H_2_O_2_.^8^ In addition, activating SIRT6 significantly reduced oxidative stress-induced catabolic NF-ĸB signalling events that are implicated in chondrocyte cell death and OA.^8^ Importantly, our report also showed that chondrocyte SIRT6 activity significantly declines with age in human articular chondrocytes.^8^ The effect of SIRT6 deficiency within the joint, and how this could contribute to cartilage damage and OA in vivo, however, remain largely unexplored. As prior studies investigating the role of *Sirt6* in vivo have used small numbers of experimental mice (n=4–6),^7 11^ the aim of this study was to comprehensively define the effects of *Sirt6* deficiency on OA. As injury and age represent two major risk factors for OA, we examined the effect of *Sirt6* deficiency on younger mice given destabilisation of the medial meniscus surgery as a model of post-traumatic OA, and also assessed spontaneous, naturally occurring OA severity in middle-aged (12 months of age) and older (18 months of age) mice. The specific mechanisms by which SIRT6 regulates chondrocyte function to protect cartilage from OA was examined in these mice as well as in vitro using primary human chondrocytes.

## Materials and methods

Detailed experimental procedures and analyses are provided in online supplemental file.

10.1136/ard-2023-224385.supp1 Supplementary data

## Results

### Cartilage-specific *Sirt6* deficiency increases DMM-induced OA severity in mice

As global loss of *Sirt6* in mice results in death within 4 weeks of age,^3^ we generated inducible cartilage-specific *Sirt6-*deficient mice (*Sirt6^fl/fl^;Aggrecan-Cre^ERT2^*, (*Sirt6* cKO)) and compared them with *Sirt6* intact littermate controls (*Sirt6^fl/fl^*). *Sirt6* intact and *Sirt6*-deficient mice underwent DMM surgery or sham surgery^16^ at 16 weeks of age and OA severity was analysed by histology, detailed histomorphometry and micro-CT at 6 and 10 weeks postsurgery. We have previously demonstrated cartilage SIRT6 deficiency in this model ex vivo,^8^ which has been validated here by immunohistochemistry (IHC) (online supplemental figure 1). Histologically, both *Sirt6* intact and *Sirt6-*deficient mice receiving DMM surgery developed signs of OA, characterised by significant increases in summed articular cartilage structure (ACS), toluidine blue, osteophyte and synovial hyperplasia scores when compared with sham controls at both time points studied (figure 1A–D, online supplemental figures 2 and 3). When comparing DMM groups (*Sirt6* intact vs *Sirt6* cKO), ACS, toluidine blue and osteophyte scores were significantly higher (worse) in *Sirt6-*deficient mice when compared with *Sirt6* intact mice at 6 and 10 weeks postsurgery (figure 1A–D, online supplemental figures 2 and 3).

**Figure 1:**
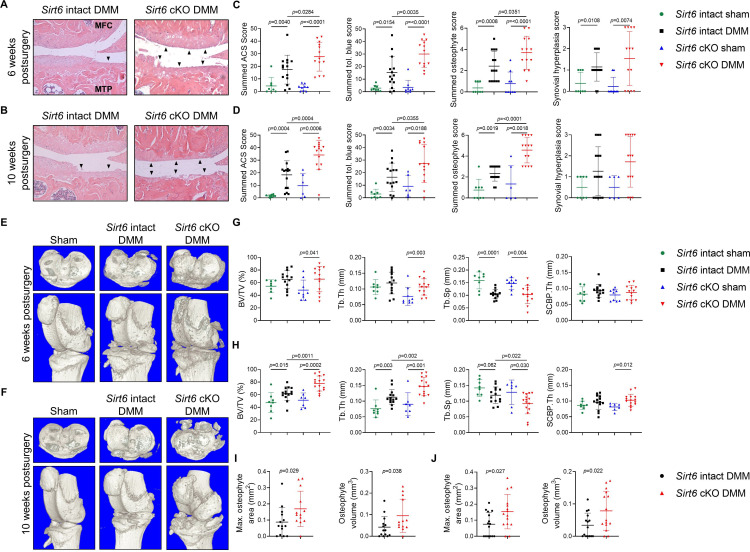
The effect of *Sirt6* deficiency on OA severity after DMM surgery. *Sirt6* intact and *Sirt6* deficient (*Sirt6* cKO) mice received sham or DMM surgery at 16 weeks of age and OA severity was analysed at 6 and 10 weeks post-DMM surgery by histology and micro-CT. (A,B) Representative images of H&E stained midcoronal sections showing the MTP and MFC from *Sirt6* intact and *Sirt6* cKO mice at 6 and 10 weeks post-DMM surgery. (C,D) Summed (MTP, MFC, LTP, LFC) ACS and toluidine blue scores, summed (MTP, LTP) osteophyte scores and synovial hyperplasia scores (medial side) at 6 and 10 weeks post-DMM surgery. Black arrows indicate areas of complete articular cartilage loss. (E–F) Representative three-dimensional micro-CT reconstructions of knee joints from representative sham, *Sirt6* intact and *Sirt6* cKO mice at 6 and 10 weeks post-DMM surgery. Upper panels show transverse images of the tibial plateau and lower panels show images of the whole joint. (G–H) Micro-CT analysis of subchondral bone changes (BV/TV, Tb.Th, Tb.Sp, SCBP.Th) on the medial tibial plateaus of *Sirt6* intact and *Sirt6* cKO mice (DMM and sham groups) at 6 and 10 weeks post-DMM surgery. (I) Micro-CT analysis of max osteophyte area and osteophyte volume on the MTP of *Sirt6* intact and *Sirt6* cKO mice (DMM groups only) at 6 weeks and (J) 10 weeks post-DMM surgery. Individual data points are presented with mean±SD. Significant differences between groups were detected by Mann-Whitney U test comparing sham and DMM groups for each genotype (A–H) or t-test (I,J). Exact p values are presented. ACS, articular cartilage structure; cKO, *Sirt6*-deficient; DMM, destabilisation of the medial meniscus; LFC, lateral femoral condyle; LTP, lateral tibial plateau; MFC, medial femoral condyle; MTP, medial tibial plateau; OA, osteoarthritis; SCBP, subchondral bone plate.

In alignment with our histological data, detailed histomorphometric analysis of the medial and lateral tibial plateaus showed that mice receiving sham surgery displayed little signs of OA whereas DMM surgery produced an OA phenotype at both time points studied, as evidenced by significant cartilage loss, and in some cases, loss of calcified cartilage and increased subchondral bone plate (SCBP) area and thickness (tables 1 and 2, online supplemental tables 2 and 3). At 6 weeks postsurgery, *Sirt6*-deficient mice receiving DMM surgery displayed significant reductions in articular cartilage area and thickness when compared with *Sirt6* intact mice receiving DMM surgery (table 1, online supplemental table 2). At 10 weeks, this OA phenotype was exacerbated and mice with cartilage-specific *Sirt6* deficiency also displayed significant reductions in calcified cartilage thickness and enhanced SCBP area and thickness when compared with *Sirt6* intact mice undergoing DMM (table 2, online supplemental table 3).

**Table 1:** Histomorphometric analysis of *Sirt6* intact and *Sirt6* deficient (*Sirt6* cKO) mice receiving DMM or sham surgery 6 weeks post-DMM surgery

Parameter	Sirt6 intact sham Mean (SD)	Sirt6 intact DMM Mean (SD)	Sirt6 cKO sham Mean (SD)	Sirt6 cKO DMM Mean (SD)	Sirt6 intact sham versus Sirt6 intact DMM P value	Sirt6 cKO sham versus Sirt6 cKO DMM P value	Sirt6 intact DMM versus Sirt6 cKO DMM P value
Art. Cart. area (µm^2^)	46 566 (12 474)	36 953 (9587)	51 587 (15 812)	24 545 (14 379)	**0.0478**	**0.0005**	**0.0136**
Art. Cart. thickness (µm)	47.15 (10.56)	34.76 (9.88)	48.42 (12.60)	17.60 (11.01)	**0.0121**	**<0.0001**	**0.0003**
Calc. Cart. area (µm^2^)	43 407 (8996)	43 694 (10 658)	37 507 (6625)	53 603 (14 998)	0.9497	**0.0070**	0.0576
Calc. Cart. thickness (µm)	41.95 (7.61)	38.55 (7.08)	42.45 (7.04)	34.60 (7.64)	0.3045	**0.0240**	0.1755
SCBP area (µm^2^)	67 833 (32 720)	83 472 (22 262)	52 673 (17 378)	86 972 (18 713)	0.1963	**0.0003**	0.7723
SCBP thickness (µm)	58.83 (27.6)	59.94 (16.88)	52.96 (18.53)	94.49 (28.81)	0.9077	**0.0011**	**0.0112**

Histomorphometry measurements of Art. Cart. thickness and area, Calc. Cart. thickness and area and SCBP thickness and area were analysed from midcoronal sections of mouse limbs (medial tibial plateau) from *Sirt6* intact and cKO mice receiving DMM or sham surgery 6 weeks post-DMM surgery. *Sirt6* intact sham: n=8; *Sirt6* intact DMM: n=14; *Sirt6* cKO sham: n=9; *Sirt6* cKO DMM: n=13. Results are presented as mean±SD. Significant differences between groups were detected by Mann-Whitney U test comparing sham and DMM groups for each genotype. Exact p values are presented.

Significance values are in bold.

Art. Cart., articular cartilage; Calc. Cart., calcified cartilage; cKO, *Sirt6*-deficient; DMM, destabilisation of the medial meniscus; SCBP, subchondral bone plate.

**Table 2:** Histomorphometric analysis of *Sirt6* intact and *Sirt6* deficient (*Sirt6* cKO) mice receiving DMM or sham surgery 10 weeks post-DMM surgery

Parameter	Sirt6 intact sham Mean (SD)	Sirt6 intact DMM Mean (SD)	Sirt6 cKO sham Mean (SD)	Sirt6 cKO DMM Mean (SD)	Sirt6 intact sham versus Sirt6 intact DMM P value	Sirt6 cKO sham versus Sirt6 cKO DMM P value	Sirt6 intact DMM versus Sirt6 cKO DMM P value
Art. Cart. area (µm^2^)	50 027 (7337)	36 080 (12 399)	43 670 (10 566)	15 334 (12 933)	**0.0078**	**0.0002**	**0.0001**
Art. Cart. thickness (µm)	46.47 (5.41)	30.87 (9.83)	36.43 (6.52)	12.88 (11.27)	**0.0005**	**0.0002**	**<0.0001**
Calc. Cart. area (µm^2^)	57 312 (16 946)	56 891 (7969)	60 243 (6928)	45 417 (22 057)	0.9348	0.1290	0.0686
Calc. Cart. thickness (µm)	44.58 (9.50)	46.66 (8.31)	47.60 (3.87)	35.73 (16.33)	0.5904	0.1000	**0.0296**
SCBP area (µm^2^)	66 156 (22 032)	95 316 (23 622)	79 749 (30 296)	127 842 (36 678)	**0.0089**	**0.0115**	**0.0081**
SCBP thickness (µm)	49.37 (12.37)	76.01 (19.7)	55.14 (9.53)	103.10 (36.47)	**0.0024**	**0.0058**	**0.0185**

Histomorphometry measurements of Art. Cart. thickness and area, Calc. Cart. thickness and area and SCBP thickness and area were analysed from midcoronal sections of mouse limbs (medial tibial plateau) from *Sirt6* intact and cKO mice receiving DMM or sham surgery 10 weeks post-DMM surgery. *Sirt6* intact sham: n=8; *Sirt6* intact DMM: n=15; *Sirt6* cKO sham: n=6; *Sirt6* cKO DMM: n=14. Results are presented as mean±SD. Significant differences between groups were detected by Mann-Whitney U test comparing sham and DMM groups for each genotype. Exact p values are presented.

Significance values are in bold.

Art. Cart., articular cartilage; Calc. Cart., calcified cartilage; cKO, *Sirt6*-deficient; DMM, destabilisation of the medial meniscus; SCBP, subchondral bone plate.

Micro-CT analysis of tibial subchondral bone volume fraction (BV/TV), Trabecular Thickness (Tb.Th), Trabecular Separation (Tb.Sp) and Subchondral Bone Plate thickness (SCBP).Th was conducted on the medial tibial plateaus of all mice. At 6 weeks postsurgery, *Sirt6*-deficient mice receiving DMM surgery exhibited significant increases in BV/TV and Tb.Th and significantly lower Tb.Sp values, indicating enhanced bone sclerosis in this group when compared with *Sirt6*-deficient mice receiving sham surgery (figure 1E and G). No changes were observed between *Sirt6* intact mice from either surgery group at this time point. At 10 weeks postsurgery, both DMM groups displayed increases in BV/TV and Tb.Th and significantly lower Tb.Sp when compared with sham mice, indicating DMM-induced bone sclerosis at this time point (figure 1F and H). When analysing differences between DMM groups, *Sirt6*-deficient mice displayed significant increases in BV/TV and Tb.Th, and reductions in Tb.Sp when compared with *Sirt6* intact mice, suggesting enhanced bone sclerosis in the absence of *Sirt6* (figure 1F and H). Osteophyte area and osteophyte volume were also significantly greater in *Sirt6*-deficient mice receiving DMM surgery when compared with *Sirt6* intact mice (figure 1I,J), which aligns with our histological osteophyte scoring. Collectively, these data demonstrate that *Sirt6* deficiency in mouse cartilage increases the severity of DMM-induced OA.

### Cartilage-specific *Sirt6* deficiency accelerates spontaneous age-associated OA severity in mice

To assess the effect of *Sirt6* deficiency on spontaneous, naturally occurring OA, *Sirt6* intact and *Sirt6*-deficient mice were aged 12 and 18 months with OA severity analysed as per our DMM study. At 12 months of age, *Sirt6*-deficient mice displayed a significant increase in summed ACS, toluidine blue and osteophyte scores, when compared with *Sirt6* intact controls (figure 2A,B). In agreement, detailed histomorphometric analysis showed that *Sirt6*-deficient mice displayed significant reductions in articular and calcified cartilage area on both the medial and lateral sides, when compared with *Sirt6* intact controls (tables 3 and 4). At 18 months, both genotypes displayed profound OA with loss of cartilage evident on the medial tibial plateaus, with no significant differences between genotypes (figure 2, table 3). On the lateral side, *Sirt6*-deficient mice displayed a significant decrease in articular cartilage area and thickness when compared with *Sirt6* intact controls at 18 months of age (table 4). Age or genotype had no effect on synovial hyperplasia in this ageing study (figure 2B). Similarly, we did not detect any significant differences by micro-CT on subchondral bone parameters (medial side) when analysing limbs from either genotype at both time points (figure 2E,F). The finding that synovial hyperplasia and subchondral bone changes were not affected by ageing aligns with our prior mouse studies assessing these parameters at similar time points.^17–21^ IHC to detect p16^ink4a^ as a marker of senescence was performed on mouse joint tissue sections on *Sirt6* intact and *Sirt6*-deficient mice aged 18 months. *Sirt6-*deficient mice displayed a significant increase in p16^ink4a^-positive cells in the synovium when compared with *Sirt6* intact controls (p=0.0031) (online supplemental figure 4). Taken together, these data demonstrate that cartilage-specific *Sirt6* deficiency significantly accelerates spontaneous, age-associated OA in mice.

**Figure 2:**
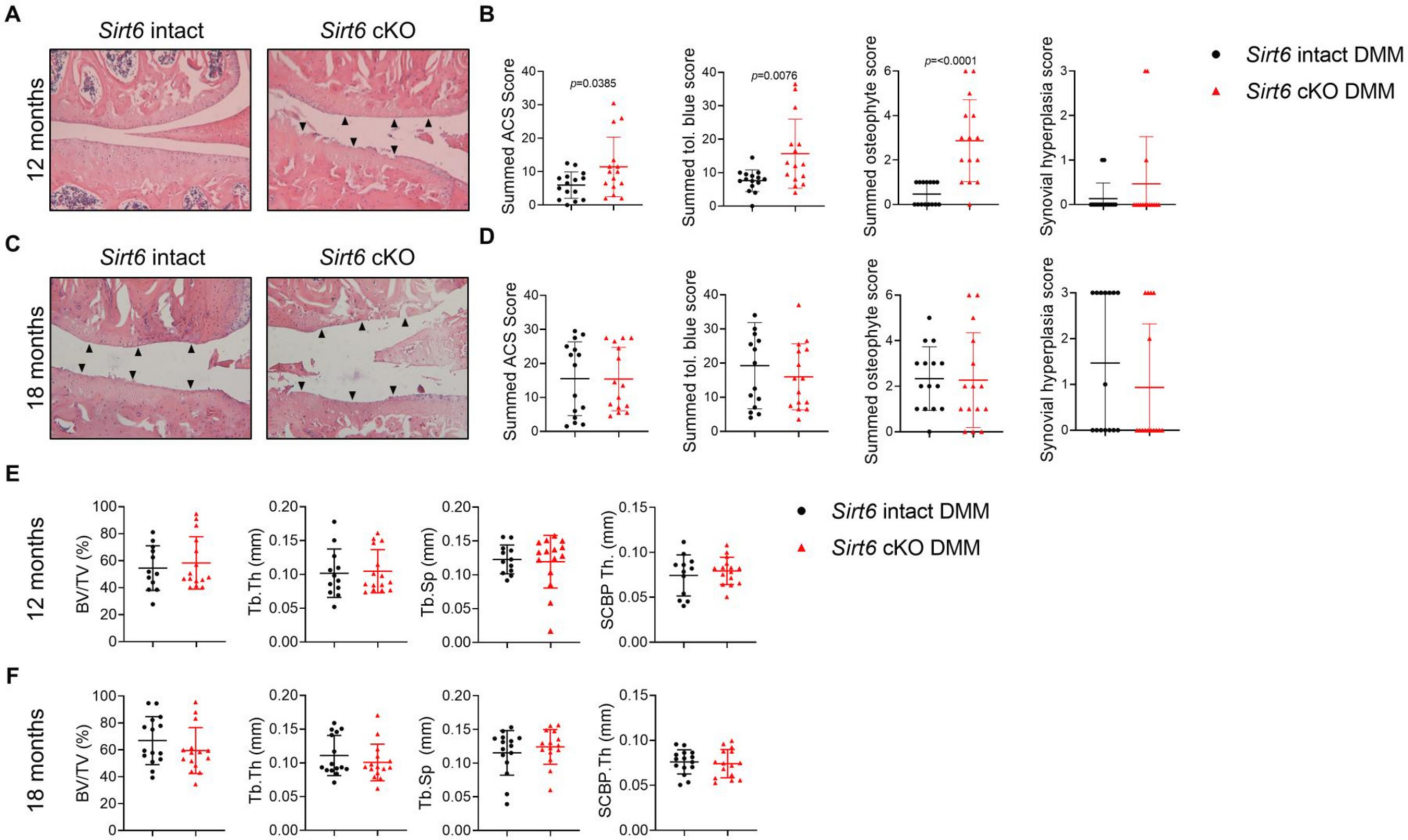
The effect of *Sirt6* deficiency on OA severity during ageing. *Sirt6* intact and *Sirt6* deficient (cKO) mice were aged 12 and 18 months and spontaneous OA was analysed by histology and micro-CT. (A,B) Representative images of H&E stained midcoronal sections showing the medial tibial plateau and medial femoral condyle from *Sirt6* intact and *Sirt6* cKO mice at 12 and 18 months of age. (C,D) Summed (MTP, MFC, LTP, LFC) ACS and toluidine blue scores, summed (MTP, LTP) osteophyte scores and synovial hyperplasia scores (medial side) at 12 and 18 months of age. Black arrows indicate areas of complete articular cartilage loss. (E) Micro-CT analysis of subchondral bone changes (BV/TV, Tb.Th, Tb.Sp, SCBP.Th) on the medial tibial plateaus of *Sirt6* intact and *Sirt6* cKO mice at 12 months and (F) 18 months of age. Individual data points are presented with mean±SD. Significant differences between groups were detected by unpaired t*-*test. Exact p values are presented. ACS, articular cartilage structure; cKO, *Sirt6*-deficient; DMM, destabilisation of the medial meniscus; LFC, lateral femoral condyle; LTP, lateral tibial plateau; MFC, medial femoral condyle; MTP, medial tibial plateau; OA, osteoarthritis; SCBP, subchondral bone plate.

**Table 3:** Histomorphometric analysis of *Sirt6* intact and *Sirt6* deficient (*Sirt6* cKO) mice at 12 and 18 months of age (medial tibial plateau)

Parameter	12 months			18 months		
	Sirt6 intact Mean (SD)	Sirt6 cKO Mean (SD)	Sirt6 intact versus Sirt6 cKO P value	Sirt6 intact Mean (SD)	Sirt6 cKO Mean (SD)	Sirt6 intact versus Sirt6 cKO P value
Art. Cart. area (µm^2^)	47 347 (11 461)	29 267 (15 049)	**0.0009**	32 247 (22 148)	25 679 (17 330)	0.3734
Art. Cart. thickness (µm)	36.80 (9.68)	25.12 (13.53)	**0.0112**	22.80 (17.34)	22.84 (14.68)	0.9943
Calc. Cart. area (µm^2^)	47 893 (13 631)	31 315 (13 509)	**0.0024**	38 813 (12 620)	30 779 (14 969)	0.1232
Calc. Cart. thickness (µm)	37.14 (7.41)	29.06 (10.8)	**0.0418**	34.99 (10.66)	30.46 (14.34)	0.3354
SCBP area (µm^2^)	84 978 (30 744)	121 943 (46 803)	**0.0163**	101 224 (55 040)	105 380 (52 073)	0.8333
SCBP thickness (µm)	70.53 (24.42)	90.82 (36.63)	0.0851	83.78 (34.08)	74.15 (25.48)	0.3882

Histomorphometry measurements of Art. Cart. thickness and area, Calc. Cart. thickness and area and SCBP thickness and area were analysed from midcoronal sections of mouse limbs (medial tibial plateau) from *Sirt6* intact and cKO mice at 12 and 18 months of age (n=15). Results are presented as mean±SD. Significant differences between groups were detected by Mann-Whitney U test comparing sham and DMM groups for each genotype. Exact p values are presented.

Significance values are in bold.

Art. Cart., articular cartilage; Calc. Cart., calcified cartilage; cKO, *Sirt6*-deficient; DMM, destabilisation of the medial meniscus; SCBP, subchondral bone plate.

**Table 4:** Histomorphometric analysis of *Sirt6* intact and *Sirt6* deficient (*Sirt6* cKO) mice at 12 and 18 months of age (lateral tibial plateau)

Parameter	12 months			18 months		
	Sirt6 intact Mean (SD)	Sirt6 cKO Mean (SD)	Sirt6 intact versus Sirt6 cKO P value	Sirt6 intact Mean (SD)	Sirt6 cKO Mean (SD)	Sirt6 intact versus Sirt6 cKO P value
Art. Cart. area (µm^2^)	47 487 (14 995)	37 086 (7 835)	**0.0243**	55 353 (19 226)	31 291 (12 683)	**0.0004**
Art. Cart. thickness (µm)	35.41 (10.69)	31.33 (5.88)	0.2671	44.14 (26.26)	26.26 (10.5)	**<0.0001**
Calc. Cart. area (µm^2^)	31 315 (13 509)	42 085 (9992)	**0.0279**	40 181 (9089)	34 257 (8501)	0.0759
Calc. Cart. thickness (µm)	33.96 (7.33)	27.94 (7.63)	**0.0363**	32.45 (5.15)	28.39 (5.95)	0.0554
SCBP area (µm^2^)	66 076 (22 920)	69 915 (18 988)	0.6213	68 257 (38 968)	64 297 (14 328)	0.7146
SCBP thickness (µm)	49.71 (17.84)	52.22 (15.56)	0.6854	44.95 (14.05)	44.54 (10.14)	0.9279

Histomorphometry measurements of Art. Cart. thickness and area, Calc. Cart. thickness and area and SCBP thickness and area were analysed from midcoronal sections of mouse limbs (lateral tibial plateau) from *Sirt6* intact and cKO mice at 12 and 18 months of age (n=15). Results are presented as mean±SD. Significant differences between groups were detected by Mann-Whitney U test comparing sham and DMM groups for each genotype. Exact p values are presented.

Significance values are in bold.

Art. Cart., articular cartilage; Calc. Cart., calcified cartilage; cKO, *Sirt6*-deficient; DMM, destabilisation of the medial meniscus; SCBP, subchondral bone plate.

Of interest, when analysing control mouse limbs from the 6-month-old DMM cohort (10 weeks postsham surgery) and comparing them with *Sirt6* intact controls aged 12 and 18 months, we observed an increase in BV/TV and Tb.Th values, and a reduction in Tb.Sp values in older mouse limbs. This finding suggests that ageing alone in mice increases subchondral bone sclerosis, which, to the best of our knowledge is an original finding (online supplemental figure 5).

### *Sirt6* deficiency is associated with downregulation of ECM and growth factor genes in human chondrocytes

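SIRT6, a deacetylase of histones and other proteins, was lower in each of 6 libraries of primary human chondrocytes that received siRNA to SIRT6 (siSirt6) than in each of 6 control libraries (siCtrl). The gene lies on chromosome 19 of GRCh38 from 4174109 to 4182604, on the minus strand. Its level in CPM, counts scaled for library size, was 6.33 ± 1.88 (SD, n=6, from 3.70 to 9.02) in siSirt6 and 13.1 ± 1.38 (SD, n=6, from 10.8 to 14.8) in siCtrl. This was a log2 fold change of -1.05 (SE 0.14, adjusted p=1.22e-06 from edgeR's quasi-likelihood test). A two-sided exact permutation test gave p=0.00216, the smallest that 6 libraries against 6 allow. Of the other sirtuins, SIRT5 was higher by a log2 fold change of 0.33 (adjusted p=0.033 from edgeR), a call that was lost when any of several single libraries was left out (adjusted p up to 0.0842). SIRT1, SIRT2, SIRT3 and SIRT7 did not pass the test, and SIRT4 had too few counts to be tested.
Chondrocytes are the cells that make and maintain cartilage matrix, and nucleofection carries siRNA into them with an electric pulse. RNA was taken 72 hours later, and poly(A) RNA was sequenced. The authors aligned the reads to GRCh38 with HISAT2 2.0.5 and counted them per gene with featureCounts 1.5.0-p3. The deposited counts of 32053 genes were used here as they stand. Counts per library ranged from 18307219 to 25693447 (median 20540153) in siCtrl and from 16831094 to 23351878 (median 18743020) in siSirt6. FN1, the gene of fibronectin, took the largest share, at 4.90% to 5.25% in siCtrl and 4.10% to 4.54% in siSirt6. Levels are CPM after trimmed mean of M values (TMM) scaling. The test covered the 15808 genes that passed edgeR's filter on low counts, and p values were adjusted by the Benjamini-Hochberg method. Each SE was taken as the size of the log2 fold change divided by the square root of the F statistic.
The sample labels name 6 donors per group, whereas the methods of the paper give 2 biological replicates per condition. The control is a scrambled siRNA in the paper and an empty vector in the labels. The columns of the table carry letters but no donor numbers, and what the letters stand for is not given. The libraries were therefore compared as unpaired groups, and p values measure the spread between these libraries. Whether the libraries stand for 6 donors per group or for fewer was not settled, so this spread may not hold the full variation between donors. The p values take no account of any pairing by donor. The common biological coefficient of variation was 0.0921. None of the 15 pairs of libraries in either group differed by less than the sampling noise.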

To define the effect of *SIRT6*-mediated transcriptional regulation, RNA-sequencing was conducted on primary human chondrocytes depleted of *SIRT6* and compared with cells nucleofected with a scrambled small interfering RNA (siRNA) control (72 hours). Initial studies were undertaken to confirm *SIRT6* depletion and demonstrated that nucleofection of *SIRT6* siRNA led to a significant reduction in SIRT6 protein levels when compared with control (p=<0.0001) (online supplemental figure 6A). 

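Treatment gave the largest difference among the 12 libraries. The first principal component of the log2 levels of 15808 genes held 24.9% of the variance, with scores from 17.0 to 24.9 in siSirt6 and from -26.4 to -12.9 in siCtrl. Condition accounted for 96.3% of the variance of these scores (two-sided exact permutation test, p=0.00216). Genes of G2 and mitosis, listed before the data were examined, also separated the groups. Their mean log2 level, centred over the 12 libraries, was -0.66 to -0.12 in siCtrl and 0.27 to 0.46 in siSirt6.
Interferon-stimulated genes, which cells switch on in response to interferon, differed most between libraries of one group. The mean log2 level of 41 of these genes ran from -0.69 to 0.82 in siCtrl and from -0.40 to 0.32 in siSirt6. Among them, 3 were higher in siSirt6 (IFI6, IFI27 and SAMD9), 1 was lower (STAT2) and 37 did not pass the test, with the same numbers adjusted over the list alone (adjusted p=0.577 for the list from camera). The second component held 10.7% of the variance, and 1 siCtrl library stood apart on it, at -41.5. The deviations of 2 siCtrl libraries from the siCtrl mean correlated at r=0.463 across 7897 genes, which are not independent replicates, and the next highest pair reached 0.146. Leaving them out, a choice made after seeing the data, ended the call of STAT2 (adjusted p=0.0797) and brought the interferon list past camera's threshold (adjusted p=1.55e-07 with a preset correlation of 0.01, where 0.829 was estimated). The share on the first component was 69.6% with pareto scaling of median-normalized linear values of the same genes. It was 65.1% for log2 levels of the authors' 236 called genes and 93.6% for those genes with pareto scaling, a set that was chosen on these libraries.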

In our RNA-sequencing dataset, principal component analysis demonstrated that groups were strongly clustered by treatment (online supplemental figure 6B). 

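Among protein-coding genes with a mean of at least 50 counts and no overlap between the groups, the 10 with the most negative log2 fold changes were COMP, CILP2, RAB6A, SFRP4, SFRP1, SHROOM2, CHRDL2, LBP, COL8A1 and SUSD2. Outside this rule, INHBB had -2.14 and the noncoding RNA H19 -2.18. RAB6A, a GTPase of Golgi transport, had a log2 fold change of -1.76 (SE 0.050, adjusted p=1.43e-20 from edgeR's quasi-likelihood test). Its 3′ UTR holds 2 copies of GAGGTCA, a word found by a search of 16384 on these data, and in 4 of 100 splits of the libraries, the real one included, some word was as extreme. The 2003 genes with this word in the 3′ UTR had a median log2 fold change of -0.031, against 0.021 for genes without it. CHRDL2, an antagonist of bone morphogenetic proteins, had -1.49 and LBP, which binds bacterial lipopolysaccharide, -1.48. The 10 with the most positive changes were HHIP, PKP1, ESM1, PODXL, TNXB, MAP2, IFI6, EVA1A, SH3TC2 and EVI2B. PKP1, a protein of desmosomes, had a log2 fold change of 1.54, and ESM1, a secreted proteoglycan, of 1.46 (SE 0.098, adjusted p=1.90e-12 from edgeR). IFI6 belongs to the interferon-stimulated genes, whose levels differed widely between siCtrl libraries.
In all, 66 genes were higher and 136 lower in siSirt6 at an adjusted p of at most 0.05 from edgeR and a fold of at least 2. Of these, 53 and 110 were protein coding. With the adjusted p alone, 2166 were higher and 2196 lower, and the median log2 fold change of the 15808 tested genes was -0.00312. The 6 libraries of one group all lay above the 6 of the other for 2170 of the 15808 tested genes, where chance gives 0.216%, and for 36 of the 66 and 87 of the 136 called genes. The authors' deposited table called 76 genes higher and 160 lower, and 64 and 130 of them were also called here. Of the rest, 40 genes had too few counts to be tested and 2 had a fold under 2. The number of calls depended on the filter on low counts. With no filter 116 genes were higher, and with a mean of at least 50 counts required 23 were higher and 56 lower.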

Comparison of *SIRT6* depleted samples with controls revealed that 236 genes were differentially expressed, with 160 genes being downregulated and 76 genes being upregulated (figure 3A). Ingenuity pathway analysis demonstrated that depletion of chondrocyte *SIRT6* was predicted to increase joint inflammation, cartilage damage and the OA disease process (online supplemental figures 6C, 7). 

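Genes of inflammation, matrix breakdown and cell death went in different directions. Of 35 tested genes of inflammatory cytokines, chemokines and NF-kB targets, 15 were lower in siSirt6, 5 were higher and 15 did not pass edgeR's quasi-likelihood test (17 lower and 6 higher adjusted over the list alone). SAA1, an acute-phase protein, had a log2 fold change of -0.76 and NOS2, the inducible nitric oxide synthase, of -0.63. Among the higher genes, CXCL5, a chemokine that attracts neutrophils, reached 0.71, with 1 siCtrl library above the others of its group. Of 38 matrix-degrading proteases and related genes, 16 were lower and 4 higher (18 and 4 adjusted over the list alone), and 1 siSirt6 library lay below the others in its mean level of these genes. CEMIP, which takes part in the breakdown of hyaluronan, had -1.01, MMP3 -0.40, ADAMTS5, an aggrecanase, -0.38 and MMP13, a collagenase, -0.32, whereas MMP16 had 0.70 and CTSL, a lysosomal protease, 0.38. Of 17 protease inhibitors 9 were lower and 3 higher, with the same counts adjusted over the list alone, and SERPINA1 had -1.23. Of 34 apoptosis genes 9 were higher, with PMAIP1 at 0.87, and 1 was lower, also when adjusted over the list alone. Markers of hypertrophic chondrocytes, the cells of late cartilage maturation, were lower for 6 of 7 tested genes, also adjusted over the list alone, among them SPP1 at -0.81 and COL10A1 at -0.44.
The genes that Supplementary Figure 6C shows were chosen by the study on these libraries, so their direction is not independent evidence. Of 22 shown as lower, 20 could be tested and all 20 were lower. All 9 shown as higher were higher, among them TMEM51 at 1.53. CFD, a complement factor shown as lower, lost its call without single libraries (adjusted p up to 0.0723).
Against all other tested genes, camera with its preset correlation gave an adjusted p of 0.0418 for the inflammatory list, 0.00135 for the proteases, 0.00907 for the inhibitors, 0.104 for apoptosis and 1.28e-05 for the hypertrophic markers. With an estimated correlation the adjusted p was 0.564 for the inflammatory list, 0.138 for the proteases, 0.256 for the inhibitors and 0.0329 for the hypertrophic markers. The inflammatory list also lost its call when single libraries were left out (adjusted p up to 0.0903). The apoptosis list passed with no filter on low counts (adjusted p=0.0290).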

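Genes of the cartilage matrix were mostly lower in siSirt6. Of 32 tested collagen genes 23 were lower and none was higher, such as COL5A3 with a log2 fold change of -0.97, COL3A1 with -0.71 and COL1A2 with -0.64. Of 23 proteoglycan genes 17 were lower, such as PODN (-1.34), OGN (-0.95) and BGN (-0.67), and 2 were higher, ESM1 and PRG4, the gene of lubricin (0.15). Of 128 glycoprotein genes of the matrix 74 were lower, such as MFAP4 (-1.20), and 14 were higher, such as TNXB (1.34) and SLIT2 (0.99). Adjusted over the list alone, 23 collagens, 19 proteoglycans and 76 glycoproteins were lower, and 0, 2 and 17 were higher. Of 68 secreted growth factors 25 were lower and 8 higher (26 and 8 adjusted over the list alone). INHBB, a subunit of activins and inhibins, had -2.14, CXCL12 -1.09 and GDF6, with 1 copy of AGAGGTCA in its 3′ UTR, -0.83, whereas PTN had 0.46 and VEGFC 0.43.
These lists of matrix and growth factor genes stand in for gene ontology terms, whose annotation was not used here. Among the 136 genes lower by a fold of at least 2, 13 were core matrix genes, 9.56% against 1.16% of all tested genes. The odds ratio was 9.63 (95% interval 4.89 to 17.5, two-sided Fisher's exact test, p=6.12e-09). Growth factors made up 7 of the 136, with an odds ratio of 13.9 (95% interval 5.25 to 31.2, two-sided Fisher's exact test, p=1.87e-06). With genes lower at the adjusted p alone the odds ratios were 10.7 (114 core matrix genes) and 3.63 (25 growth factors), and with a mean of at least 50 counts required 22.6 (12 genes) and 9.49 (2 genes, two-sided Fisher's exact test, p=0.0213). Among the 66 genes higher by that fold, 3 were core matrix genes (odds ratio 4.12, p=0.0411 by the same exact test) and 1 was on the growth factor list (odds ratio 3.60, p=0.248 by that test). This 1 gene was ESM1, which is also among the 3 core matrix genes. From camera, the adjusted p was 1.25e-15 for collagens, 9.38e-12 for proteoglycans, 1.25e-12 for glycoproteins and 0.00202 for growth factors. With an estimated correlation it was 0.0313 for collagens, 0.0329 for proteoglycans, 0.0313 for glycoproteins and 0.163 for growth factors.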

Analysis of Gene Ontology enrichment revealed that ECM, proteinaceous ECM (both cellular component) and growth factor activity (molecular function) terms were the top three repressed processes in human chondrocytes depleted of *SIRT6* when compared with controls (figure 3B).

**Figure 3:**
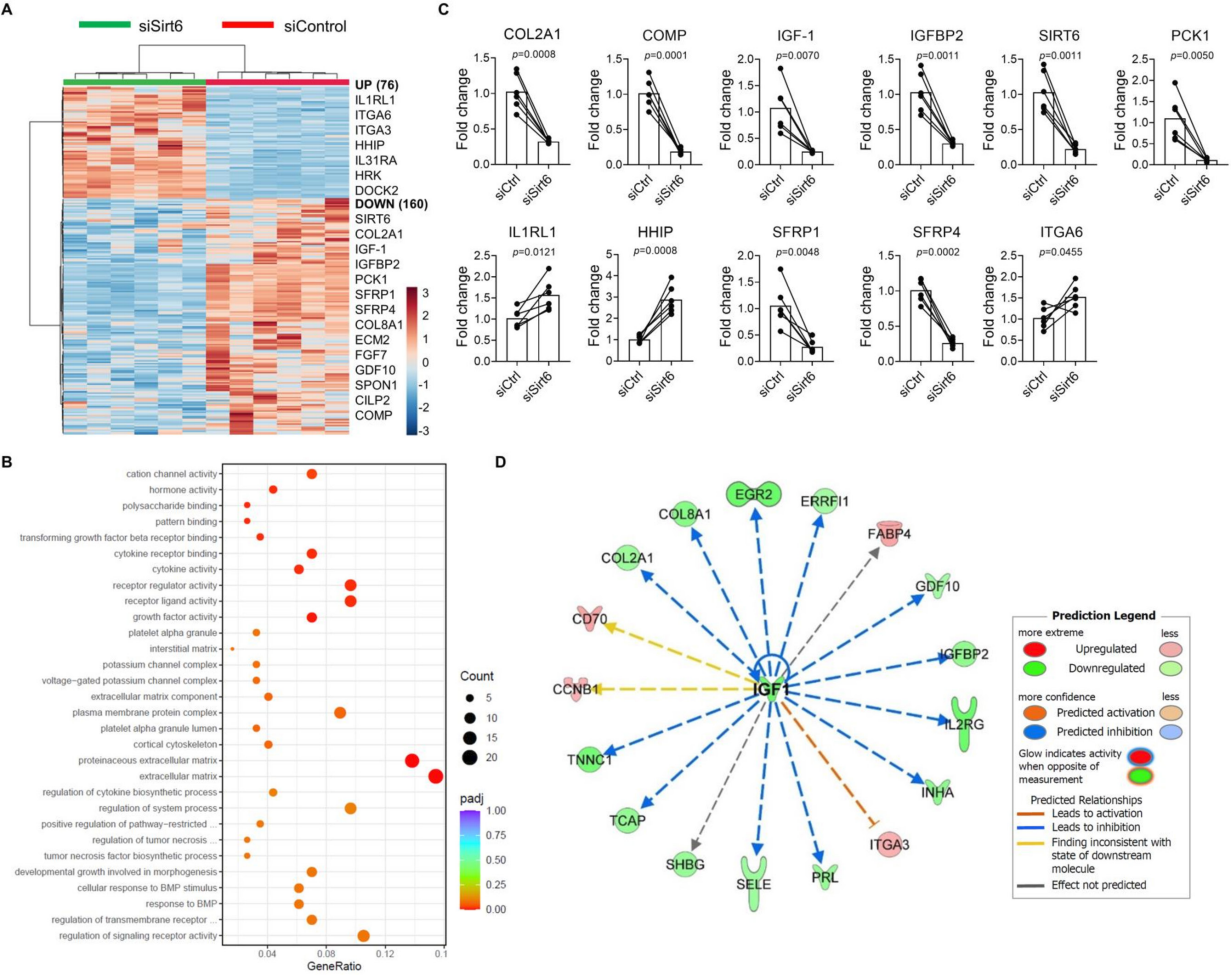
RNA-sequencing analysis of *Sirt6* depleted human chondrocytes. To assess *SIRT6*-mediated transcriptional regulation, RNA-sequencing was conducted on primary human chondrocytes nucleofected (72 hours) with small interfering RNA (siRNA) to *Sirt6* (siSirt6, *Sirt6* knockdown) and compared with cells nucleofected with a scrambled siRNA as a control (siCtrl). (A) Heatmap showing significant differentially expressed genes identified in our dataset. Selected upregulated and downregulated genes are highlighted when comparing *Sirt6* depleted cells with controls. (B) Gene Ontology (GO) enrichment showing downregulated processes in *Sirt6* depleted cells, when compared with control, are presented. (C) RT-PCR was conducted on human chondrocytes to validate expression of selected genes found in the RNA-sequencing dataset. Significant differences between groups were detected by paired t*-*test. Exact p values are presented. (D) Upstream regulator analysis using the ingenuity pathway analysis tool showing the effect of downregulated insulin-like growth factor-1 (*IGF-1*) expression on its targets.

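The matrix genes COL2A1, COMP, ECM2, CILP2 and COL8A1 were each lower in all 6 siSirt6 libraries than in any siCtrl library. COL2A1, the gene of type II collagen, lies on chromosome 12 of GRCh38 from 47972965 to 48004554. Its level was 131 ± 5.15 CPM (SD, n=6) in siSirt6 and 302 ± 6.46 (SD, n=6) in siCtrl, a log2 fold change of -1.21 (SE 0.037, adjusted p=4.85e-20 from edgeR's quasi-likelihood test). COMP, which binds collagen fibrils in cartilage, lies on chromosome 19 from 18782773 to 18791314. It fell from 1103 ± 58.1 (SD, n=6) to 258 ± 11.0 (SD, n=6), a log2 fold change of -2.09 (SE 0.040, adjusted p=4.22e-25 from edgeR). ECM2, a matrix glycoprotein on chromosome 9 from 92493554 to 92536655, was at 43.5 ± 6.81 in siSirt6 and 103 ± 8.42 in siCtrl (SD, n=6 each), with a log2 fold change of -1.24 (SE 0.074, adjusted p=1.52e-13 from edgeR). CILP2, a cartilage intermediate layer protein encoded on chromosome 19 from 19538248 to 19546659, was at 6.14 ± 0.902 and 23.2 ± 2.48 (SD, n=6 each), with a log2 fold change of -1.92 (SE 0.099, adjusted p=6.03e-15 from edgeR). COL8A1, a short-chain collagen gene on chromosome 3 from 99638475 to 99799226, was at 126 ± 10.4 and 347 ± 14.4 (SD, n=6 each), with a log2 fold change of -1.47 (SE 0.047, adjusted p=1.58e-19 from edgeR).

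**Figure D1:**
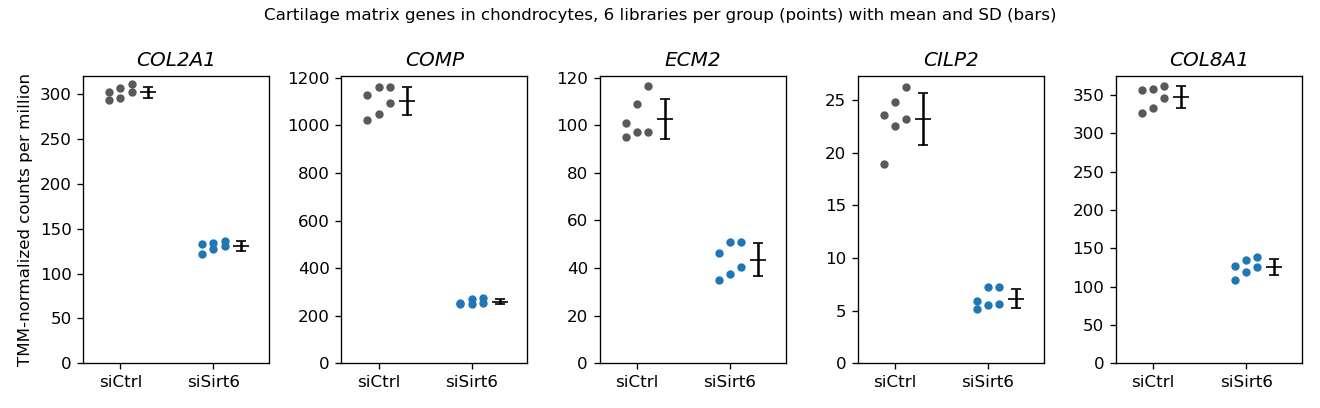
Levels of COL2A1, COMP, ECM2, CILP2 and COL8A1 in each library, in TMM-scaled CPM on linear axes that start at 0. Points are the 6 siCtrl and 6 siSirt6 libraries, and bars show the mean ± SD; for each gene, all 6 siSirt6 libraries lie below all 6 siCtrl libraries.

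Of 12 collagens of cartilage, a list fixed before the data were examined, 11 were lower and none was higher (11 and 0 adjusted over the list alone). COL14A1 had a log2 fold change of -0.93, COL9A2 -0.63 and COL11A1 -0.43. Of 25 other matrix proteins and proteoglycans of cartilage 20 were lower and 1 was higher (22 and 1 adjusted over the list alone), and ACAN, the gene of aggrecan, had -0.50 (SE 0.032, adjusted p=5.46e-13 from edgeR). The adjusted p from camera was 2.03e-10 for the collagens and 3.97e-18 for the other proteins, and 0.0342 and 0.0280 with an estimated correlation.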

Interrogation of differentially expressed ECM genes revealed that *COL2A1*, the primary collagen found in articular cartilage, was significantly reduced in *SIRT6* depleted cells along with other ECM genes such as *COMP, ECM2, CILP2* and *COL8A1*. In agreement, *COL2A1* (p=0.0008) and *COMP* (p=0.0001) gene expression were significantly reduced in *SIRT6*-deficient chondrocytes, when compared with controls, as assessed by qRT-PCR (figure 3C). In the context of growth factor repression, pro-anabolic insulin-like growth factor-1 (*IGF-1*) and its binding partner, IGF binding protein-2 (*IGFBP2*) were highly downregulated in *SIRT6* depleted chondrocytes, when compared with controls, which was validated by qRT-PCR (*IGF-1*; p=0.0070, *IGFBP-2*; p=0.0011). 

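IGF1 and several genes of proteins that bind IGF-1 were lower in siSirt6. IGF1 lies on chromosome 12 of GRCh38 from 102395874 to 102481744 and was among the less abundant genes tested, with 67 counts in all in siSirt6 and 235 in siCtrl. Its level was 0.537 ± 0.296 CPM (SD, n=6) in siSirt6 and 1.95 ± 0.733 (SD, n=6) in siCtrl, a log2 fold change of -1.83 (SE 0.35, adjusted p=1.53e-04 from edgeR's quasi-likelihood test). IGFBP2, on chromosome 2 from 216632828 to 216664436, was at 23.3 ± 1.498 in siSirt6 and 58.4 ± 5.30 in siCtrl (SD, n=6 each), a log2 fold change of -1.33 (SE 0.064, adjusted p=1.99e-15 from edgeR). IGFBP4 had -0.94 and IGFBP5 -0.87, and PAPPA, a protease that cleaves IGFBP4, had -0.73. Higher genes included IGFBP1 at 0.61, IGFBP6 at 0.36 and IRS1, an adaptor of the IGF-1 receptor, at 0.20.
Of 38 tested genes of the IGF pathway 9 were lower, 7 were higher and 22 did not pass edgeR's test (10 lower and 7 higher adjusted over the list alone). The list did not pass camera's test against other genes (adjusted p=0.199). It passed with DESeq2's Wald statistics (adjusted p=0.0165) and in fry, which asks only whether the genes move one way on balance (adjusted p=3.74e-04).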

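Figure 3D draws 14 genes, IGF1 among them, as lower and 4 as higher. Of the 14, 10 had enough counts to be tested and all 10 were lower in siSirt6, while EGR2, IL2RG, SHBG and TNNC1 fell below the filter. All 4 genes drawn as higher were higher. The study chose these genes on these libraries, so the counts, which are the same adjusted over the list alone, are not independent evidence. ERRFI1, a feedback inhibitor of the EGF receptor, had a log2 fold change of -1.11 (SE 0.061, adjusted p=2.50e-14 from edgeR's quasi-likelihood test), and its 3′ UTR holds 1 copy of AGAGGTCA. Of the 441 genes with this word only 138 were lower and 41 higher at the adjusted p from edgeR, and their median was -0.086. GDF10, a secreted factor of the BMP family, had a log2 fold change of -1.11 as well (SE 0.11, adjusted p=3.51e-09 from edgeR). PRL, the gene of prolactin, had -1.28 and INHA, the alpha subunit of inhibin, -1.38, with 1 siCtrl library well below the others of its group. Among the higher genes, CCNB1, a mitotic cyclin, had 1.01, FABP4, a fatty acid carrier, 1.15, CD70 1.15 and ITGA3, an integrin subunit, 1.01, with 1 siCtrl library above the others of its group. SELE, with -1.18, and TCAP, with -1.26, lost their calls without single libraries (adjusted p up to 0.0944 and 0.123) and with no filter on low counts (0.0832 and 0.0786).
Genes that Akt signalling represses through FOXO factors, a list fixed in advance, were also examined. Of 21 tested genes 9 were lower and 3 higher in siSirt6 (10 and 3 adjusted over the list alone). DEPP1 had -1.01 and BCL6 -0.66, whereas PDK4 had 0.41. The adjusted p from camera was 0.0215, and 0.312 with an estimated correlation. Without the 2 siCtrl libraries that deviated together it was 0.0629.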

Upstream regulator analysis demonstrated that downregulation of *IGF-1* is predicted to repress various pro-anabolic cartilage genes identified in our dataset, which included *COL2A1* and *IGFBP2* (figure 3D). 

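SFRP1 and SFRP4, secreted proteins that bind Wnt ligands, were lower in every siSirt6 library than in any siCtrl library. SFRP1, on chromosome 8 of GRCh38 from 41261958 to 41309497, was at 45.0 ± 2.89 CPM in siSirt6 and 147 ± 26.8 in siCtrl (SD, n=6 each), a log2 fold change of -1.71 (SE 0.080, adjusted p=1.07e-15 from edgeR's quasi-likelihood test). SFRP4, on chromosome 7 from 37905932 to 38025695, was at 22.3 ± 2.06 and 73.0 ± 4.08 (SD, n=6 each), a log2 fold change of -1.72 (SE 0.062, adjusted p=2.41e-18 from edgeR). A single siCtrl library lay below the rest of its group for SFRP4, at 65.1. Wnt antagonists went either way. Of 13 tested, SFRP1 and SFRP4 among them, 5 were lower and 4 higher (5 and 4 adjusted over the list alone), with FRZB at -0.36 and DKK1 at 0.98. The list did not pass camera's test (adjusted p=0.126) and passed with DESeq2's Wald statistics (0.00302) and in fry (3.99e-05).
PCK1, the rate-limiting enzyme of gluconeogenesis, lies on chromosome 20 from 57561080 to 57568112. It had 17 counts in all in siSirt6 and 73 in siCtrl and fell below the filter on low counts. With no filter, its log2 fold change was -2.03 (SE 0.63, adjusted p=0.0129 from edgeR), in a fit that drew the spread of each gene wholly from the trend over all genes. Of the 6 siSirt6 libraries 5 lay below every siCtrl library (p=0.0108, two-sided exact permutation test). Of 31 tested genes of gluconeogenesis and lipid metabolism 12 were lower and 6 higher (13 and 6 adjusted over the list alone). FASN, the fatty acid synthase, had -0.63 and PCK2, the mitochondrial paralog of PCK1, -0.57, whereas CPT1A, of fatty acid oxidation, had 0.67. This list had an adjusted p of 0.0871 from camera and passed with no filter (0.0439) and in fry (7.21e-06).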

Other notable downregulated genes in the RNA-sequencing dataset that were validated by qRT-PCR included *SIRT6* (p=0.0011), the Wnt inhibitors, *SFRP1* (p=0.0048) and *SFRP4* (p=0.0002) and the well-described SIRT6-regulated metabolic and longevity regulator, *PCK1* (p=0.005) (figure 3C). Conversely, deficiency of *SIRT6* led to a significant increase in pro-catabolic *IL1RL1* and *HHIP* genes, which, when enhanced, have been implicated in the progression and development of OA.^22 23^ These effects were also validated by qRT-PCR (*IL1RL1*; p=0.0121, *HHIP*; p=0.0008) (figure 3A and C).

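IL1RL1, the receptor of interleukin-33, lies on chromosome 2 of GRCh38 from 102311502 to 102352037. It was at 2.08 ± 0.453 CPM (SD, n=6) in siSirt6 and 0.758 ± 0.166 (SD, n=6) in siCtrl, with 254 and 92 counts in all. This was a log2 fold change of 1.44 (SE 0.26, adjusted p=8.98e-05 from edgeR's quasi-likelihood test). HHIP, which binds hedgehog ligands and is itself induced by hedgehog signalling, lies on chromosome 4 from 144646021 to 144745271. It was at 10.6 ± 1.58 in siSirt6 and 2.74 ± 0.457 in siCtrl (SD, n=6 each), a log2 fold change of 1.96 (SE 0.14, adjusted p=4.19e-12 from edgeR), and all 6 siSirt6 libraries lay above all 6 siCtrl libraries.
Of 17 tested hedgehog genes 2 were higher, HHIP and the transcription factor GLI1 (1.48), and 8 were lower, among them the transducer SMO (-0.35) and SCUBE2 (-1.08), which helps to release hedgehog ligands (3 higher and 8 lower adjusted over the list alone). Of 14 genes of the interleukin-1 receptor family 5 were higher and 2 lower (5 and 2 adjusted over the list alone), with IRAK1 at 0.31 and IL1R1, the receptor of interleukin-1, at -0.89, with 1 copy of AGAGGTCA in its 3′ UTR. Neither list passed camera's test (adjusted p=0.161 and 0.463), while the hedgehog list passed in fry (0.0295). Other genes that Figure 3A marks as higher included IL31RA at 1.51 and the integrin subunit ITGA6 at 1.01. DOCK2, at 1.28, lost its call without single libraries (adjusted p up to 0.0681).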

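Markers of the chondrocyte state were lower in siSirt6. Of 14 tested genes, listed before the data were examined, 11 were lower and none was higher (12 and 0 adjusted over the list alone). SOX9, the transcription factor that directs cartilage gene expression, had a log2 fold change of -0.35, MATN3 -0.53 and HAPLN1, which links aggrecan to hyaluronan, -0.35. Of 14 markers of dedifferentiated or fibroblastic chondrocytes 9 were lower as well, among them COL1A1 (-0.55) and TNC (-0.64), and 2 were higher, POSTN (0.47) and S100A4 (0.21), with 10 lower and 2 higher adjusted over the list alone. Of 20 transcription factors of chondrocytes 6 were lower and 1 higher (6 and 1 adjusted over the list alone). Among markers of other cell types, 5 of 11 tested for synovial fibroblasts were lower and 2 higher, 3 of 4 for endothelial cells were lower, and 3 of 10 for smooth muscle or pericytes were lower and 1 higher, with the same counts adjusted over each list alone. Members were called by edgeR's quasi-likelihood test. The adjusted p from camera was 6.84e-10 for the chondrocyte markers, 5.77e-06 for the fibroblastic markers and 0.0221 for the transcription factors. With an estimated correlation it was 0.0313, 0.111 and 0.182. The paper draws on lower IGF1 and matrix genes, COL2A1 among them, and on higher IL1RL1 and HHIP, with qRT-PCR of these 4 named genes beside the sequencing. It concludes that chondrocytes depleted of SIRT6 express less of this growth factor and of the matrix, and more of catabolic genes linked to OA.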

Taken together, these results demonstrate that loss of *SIRT6* significantly decreases *IGF-1* gene expression as well as a host of ECM matrix genes including *COL2A1* and promotes the gene expression of pro-catabolic genes associated with OA. As IGF-1 signalling plays a critical role in maintenance of the cartilage ECM as well as chondrocyte survival, these results stimulated us to explore the SIRT6/IGF-1 axis in chondrocytes further.

### SIRT6 regulates IGF-1 signalling in human chondrocytes

To assess the effect of *Sirt6* deficiency on IGF-1 signalling in our mouse model, femoral cap cartilage derived from *Sirt6* intact and *Sirt6*-deficient mice was dissected and cultured as explant cultures ex vivo. Explants were treated with 4-hydroxytamoxifen daily for 96 hours to induce Cre-mediated depletion of *Sirt6* and then chondrocytes were extracted and processed for immunoblotting to detect IGFBP2, and phosphorylated Akt, as a marker of IGF-1 signal pathway activation. *Sirt6* depleted explants displayed a significant reduction in basal IGFBP2 (p=0.0112) and phospho-Akt^ser473^ (p=0.0229) protein levels when compared with *Sirt6* intact femoral cap explants (figure 4A). IHC performed on joint tissue sections derived from *Sirt6* intact and *Sirt6*-deficient sham control mice from our DMM study demonstrated that IGF-1 levels were significantly decreased in *Sirt6*-deficient mouse cartilage when compared with *Sirt6* intact controls (p=0.0002), which aligns with our RNA-sequencing data in human chondrocytes with *Sirt6* knockdown (figure 4B).

**Figure 4:**
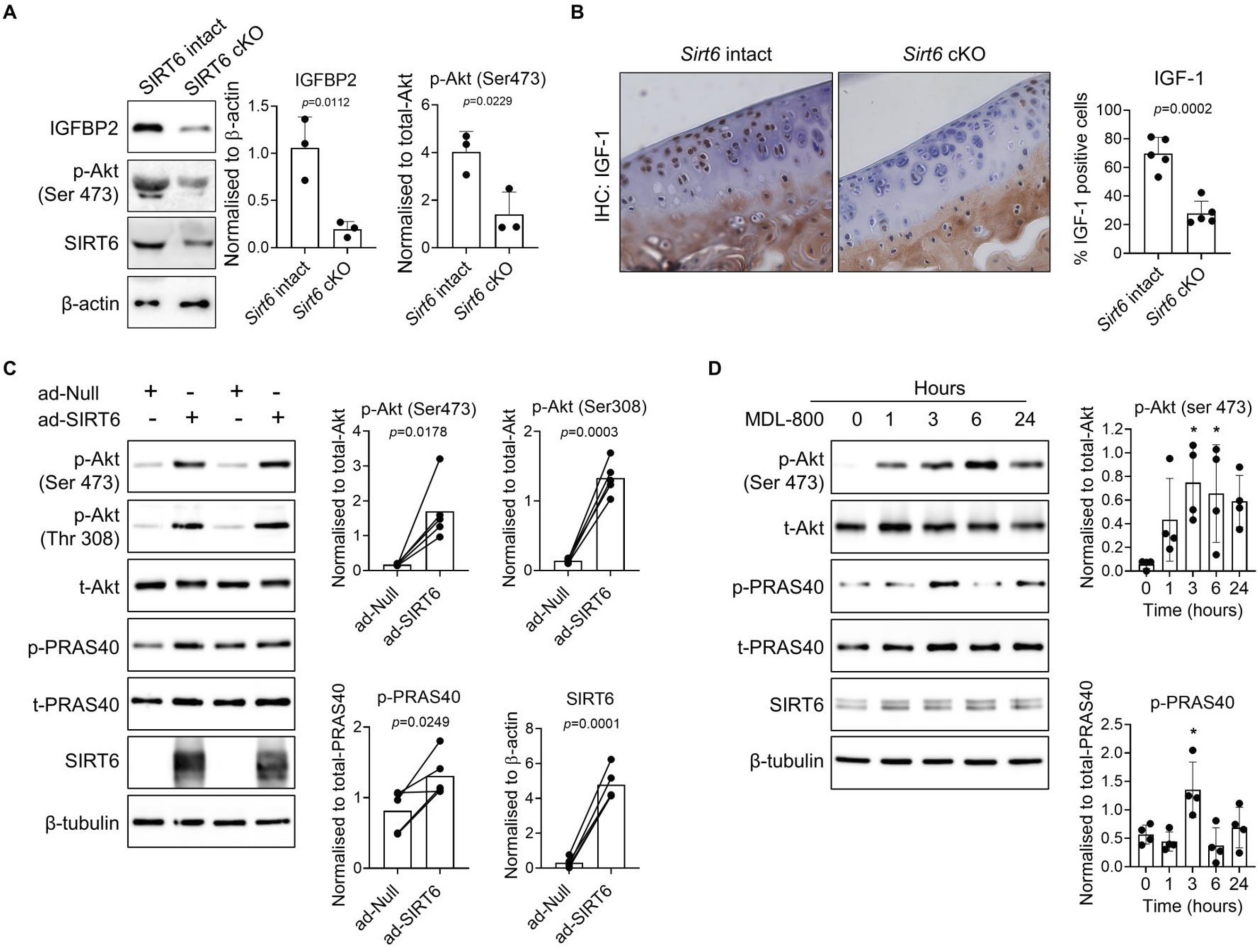
SIRT6 regulates insulin-like growth factor-1 (IGF-1) signalling in chondrocytes. (A) Femoral caps from *Sirt6* intact and *Sirt6-*deficient mice were treated with 4-hydroxytamoxifen to activate Cre-mediated recombination ex vivo. Protein levels of IGFBP2, phospho-Akt (Ser473) and SIRT6 were assessed by immunoblotting (n=3). (B) Immunohistochemistry to detect IGF-1 levels was performed on *Sirt6* intact and *Sirt6*-deficient mouse joint tissue sections derived from sham control mice from our destabilisation of the medial meniscus (DMM) study (n=5), and percentage IGF-1 positively stained cells were quantified. (C) Primary non-osteoarthritis (non-OA) older human chondrocytes were transduced with an adenoviral vector to overexpress SIRT6 or an empty vector control for 24 hours prior to immunoblotting for phospho-Akt (Ser473, Thr308), phospho-PRAS40 and SIRT6 (n=5). (D) Primary non-OA human chondrocytes were treated with MDL-800 (12.5 µM) for 0–24 hours prior to immunoblotting for phospho-Akt (Ser473), phospho-PRAS40 and SIRT6 (n=4). Presented immunoblots are representative and protein bands were normalised to total protein or housekeeping proteins as indicated. Individual data points are presented with mean±SD. Significant differences were detected by t*-*test (A–C) or two-way analysis of variance (D). *P<0.05.

As *Sirt6* deficiency decreased the IGF-1/Akt axis in mouse cartilage, we next aimed to test the effect of SIRT6 activation to promote IGF-1 signalling in chondrocytes. Primary human chondrocytes were transduced with an adenoviral vector encoding *SIRT6* (24 hours) to increase SIRT6 activity, or an empty vector (null) control as we have previously described.^8^ Overexpression of SIRT6 significantly increased basal phosphorylation of Akt at Ser^473^ (p=0.0178) and Thr^308^ (p=0.0003) and increased phosphorylation of proline-rich Akt substrate (PRAS40) (p=0.0249), a marker of Akt activity,^24 25^ when compared with null empty vector controls (figure 4C). Next, we treated primary human chondrocytes with the small molecule activator of SIRT6, MDL-800, that has been previously shown by others to increase SIRT6 activity up to 22-fold.^26^ We isolated chondrocyte histones and performed immunoblotting for the acetylated form of the SIRT6 substrate, H3K9 (H3K9ac), an inverse marker of SIRT6 activity.^8^ Treatment of chondrocytes with MDL-800 (12.5 µM, 24 hours) led to a significant decrease in the basal acetylated form of H3K9 (p=0.0001), indicating enhanced SIRT6 activity compared with controls (online supplemental figure 8). In total cell lysates, MDL-800-induced SIRT6 activation led to a significant increase in basal phospho-Akt^ser473^ and phospho-PRAS40 that peaked at 3 hours of treatment (p=0.0170, p=0.0120, respectively) (figure 4D). SIRT6 protein levels did not change in response to treatment with MDL-800 over the time course studied, which is in accordance with others.^26 27^ Collectively, these gain-of-function and loss-of-function studies demonstrate that SIRT6 is a critical regulator of the pro-anabolic IGF-1 signalling pathway in mouse and human chondrocytes and decreases catabolic signalling events associated with OA.

## Discussion

This study demonstrates that *Sirt6* deficiency in the cartilage significantly enhances OA severity in response to DMM surgery in younger mice and accelerates spontaneous OA in older mice, characterised by profound cartilage degradation, subchondral bone sclerosis and osteophyte formation. Mechanistically, RNA-sequencing analysis revealed that *SIRT6* depletion in chondrocytes significantly repressed *IGF-1* gene expression and a plethora of cartilage ECM-associated genes including *COL2A1*. Furthermore, qRT-PCR, IHC and immunoblotting analyses demonstrated that downregulation of SIRT6 significantly represses *IGF-1* and the IGF-1/Akt signalling pathway, whereas SIRT6 overexpression, or activation using MDL-800, significantly increases Akt activity.

Our finding that cartilage-specific *Sirt6* deficiency increased OA in mice agrees with a recently published study by Ji *et al*,^7^ which demonstrated that mouse chondrocytes depleted of *Sirt6* display upregulated catabolic IL-15/JAK/STAT signalling, leading to senescence and enhanced OA in vivo.^7^ Our finding that p16^ink4a^ levels were significantly increased in the synovium of old *Sirt6*-deficient mice, when compared with controls, aligns with this concept and suggests that cartilage damage as a result of *Sirt6* deficiency could promote the release of catabolic factors that are released into the joint to promote senescence. Alongside these lines of data, prior findings conducted in chondrocytes report that SIRT6 abrogates NF-κB signalling,^8 11^ enhances DNA repair pathways^12^ and promotes resistance to oxidative stress conditions.^8^ Along with our finding that *Sirt6* critically regulates IGF-1 signalling, these data demonstrate that SIRT6, which is positioned at the apex of many important age-related and OA-related pathways, is a master regulator of various homeostatic processes in joint tissues, as has been demonstrated in a plethora of different cell types in ageing and disease-associated contexts.^1 2^

This previously unrecognised role of *Sirt6* as a regulator of IGF-1 signalling in chondrocytes underscores its importance in overall joint tissue integrity and is a plausible mechanism for the reduction in cartilage ECM gene expression observed in human chondrocytes as well as the severe OA phenotype in our mouse model. Indeed, IGF-1 is known to be a major regulator of articular cartilage ECM integrity by stimulating the synthesis of collagens and proteoglycans.^28–30^ Furthermore, our prior work in chondrocytes demonstrates that IGF-1-mediated ECM synthesis is dependent on phosphorylation and activation of Akt.^31^ However, in older and OA chondrocytes, and in chondrocytes treated with oxidative stress inducers to simulate ageing conditions, IGF-1/Akt signalling is inhibited leading to a significant reduction in proteoglycan synthesis, activation of pro-catabolic signalling events associated with ECM catabolism such as p38 and ERK phosphorylation and chondrocyte cell death.^24 25 31–34^ Importantly, our prior work demonstrates that chronic IGF-1 deficiency increases OA severity in older rats, characterised by enhanced proteoglycan loss and cartilage damage when compared with controls.^35^

Conversely, activation of Akt is associated with restoration of homeostatic mitochondrial function, increased collagen II synthesis and repression of MMP-13 levels which led to protection against cartilage degradation in a rat post-traumatic OA model.^36 37^ As such, the discovery of novel strategies aimed at maintaining homeostatic IGF-1/Akt signalling in cartilage during ageing and/or in response to joint injury are considered critically important for supporting the chondrocyte phenotype and protecting against OA.^38^

In this study, we used adenoviral vectors to overexpress SIRT6 or the commercially available small molecule activator of SIRT6, MDL-800, as tools to enhance SIRT6 activity in human chondrocytes and analysed Akt signalling. Activation of SIRT6 by both methods led to a robust increase in phosphorylation of Akt and its downstream marker of activity, PRAS40. To our knowledge, this is the first demonstration of SIRT6-mediated activation of Akt in chondrocytes. Furthermore, this finding builds on our prior work showing that SIRT6 overexpression is beneficial to chondrocytes by upregulating antioxidant levels as well as promoting detoxification of oxidative stress levels of H_2_O_2_ that are associated with ageing and OA.^8^ MDL-800 has recently been shown to upregulate *COL2A1* and *ACAN* gene expression in chondrocytes.^7^ In addition, MDL-800 can protect against DMM-induced cartilage damage when administered into the joints of young mice.^7^ These lines of evidence suggest that MDL-800-mediated activation of SIRT6 may represent a novel and viable therapeutic candidate for OA.

Previous reports have detailed the effect of sirtuins to directly regulate IGF-1/Akt signalling events in several tissues. For example, SIRT1, which is the most studied mammalian sirtuin isoform, mediates deacetylation of Akt to enhance the binding of Akt and PDK1 to PIP3 to enhance IGF-1 signalling in HEK293T cells.^39^ Furthermore, activation of SIRT1 by several compounds has been shown to attenuate lipopolysaccharide and IL-1β-induced inhibition of Akt phosphorylation to repress inflammatory mediators, enhance cell survival and promote the synthesis of ECM components such as aggrecan, collagen II and SOX9 in nucleus pulposus cells.^40 41^ Although data demonstrating a direct role for SIRT6 to activate IGF-1 signalling are sparse, recent evidence in tumour cell lines demonstrates that overexpression of SIRT6 can deacetylate and phosphorylate Akt to enhance activation of the downstream apoptosis inhibitor protein, XIAP, and promote cell survival.^42^ These lines of evidence agree with our findings and suggest that SIRT6 may physically interact and deacetylate members of the IGF-1-pathway to promote activation. Elucidating the epigenetic and post-transcriptional effects of SIRT6 on the IGF-1 pathway requires further study.

The observation that IGFBP2 was repressed in *SIRT6* depleted human chondrocytes and mouse cartilage provides important insights into IGF-1 regulation in chondrocytes. Although increased IGFBP levels have been shown to block IGF-1 binding to the IGF receptor,^43^ several gain-of-function and loss-of-function studies have demonstrated that enhanced IGFBP2 levels increases the phosphorylation and activation of Akt in musculoskeletal tissues,^44 45^ which aligns with our findings. Our additional finding that the Wnt antagonists, *SFRP1* and *SFRP4*, were downregulated in *SIRT6* depleted cells suggests that loss of *SIRT6* may lead to aberrant activation of Wnt signalling that could contribute to exacerbation of inflammatory pathways associated with OA, as has been well described in chondrocytes.^46^ Conversely, *IL1RL1* and *HHIP* gene expression were found to be significantly elevated in *SIRT6* depleted chondrocytes in our study, relative to controls. Upregulation of these genes have been observed in OA tissues and are associated with increased joint inflammation, cytokine release and OA severity in mouse models of OA.^22 47^ Taken together, these lines of evidence add to the hypothesis that loss of *Sirt6* causes a pathological imbalance between pro-anabolic and pro-catabolic signalling events that lead to cartilage degradation and OA. Whether SIRT6 directly, or indirectly regulates these newly identified SIRT6 targets, and in particular IGF-1 and downstream IGF-1 targets, was beyond the scope of the current study, but is a focus of future investigation in cartilage as well as all other joint tissues affected by OA.

There were some limitations in this study. We only used male mice since they are more susceptible to developing OA^48^ and our study design required a large number of mice. Future studies would be needed to examine for differences in female mice. We also did not include pain measures, although with the extent of the histological OA noted in the *Sirt6* knockouts we would expect some degree of pain-related behaviour. Our ongoing research aims to further define the SIRT6-associated mechanisms that drive OA development as well as the potential therapeutic effect of commercially available SIRT6 activators, such as MDL-800 or UBCS039,^49^ to protect against OA in other joint tissue cells and multiple animal models of OA in both sexes.

In conclusion, the current study was motivated by several reports, including our own, showing that SIRT6 activity^8^ or SIRT6 levels^11^ are reduced with age and OA in chondrocytes. We demonstrate here that cartilage-specific depletion of *Sirt6* increases post-traumatic OA in younger mice and accelerates age-associated OA in older mice. Furthermore, we identify the pro-anabolic IGF-1 pathway as a major target of SIRT6 in chondrocytes. *SIRT6* depletion significantly repressed *IGF-1* levels which is a potential mechanism responsible for the observed reduction of cartilage ECM genes in the absence of *SIRT6*. The development and progression of OA is multifactorial and multiple homeostatic anabolic and pro-catabolic pathways are altered leading to damage to all joint tissue structures. Recent in vitro and in vivo studies demonstrate that SIRT6 can regulate an array of biological processes implicated in ageing, healthspan as well as regeneration,^1 4 5 14 50^ which may hold great promise for therapies aimed at slowing, stopping or reversing the OA process. Thus, targeted strategies that maintain or activate SIRT6 to promote the chondrocyte phenotype and maintain cartilage ECM integrity represent promising avenues for both post-traumatic and age-associated OA therapy as well as other diseases of the joint.

## Data Availability

Data are available on reasonable request. RNA-sequencing dat are available at GEO accession GSE235082.

# Supplementary material for: Cartilage-specific Sirt6 deficiency represses IGF-1 and enhances osteoarthritis severity in mice
**Source:** Ann Rheum Dis. 2023 Aug 7;82(11):1464–73. doi: 10.1136/ard-2023-224385
**Supplement:** Supplementary data

## Online Supplementary Materials

### Cartilage-specific *Sirt6* deficiency represses IGF-1 and enhances osteoarthritis severity in mice.

**Authors:** John A. Collins, Cheeho Kim, Ashley Coleman, Abreah Little, Matheus Moreira Perez, Emily-Jane Clarke, Brian O. Diekman, Mandy J. Peffers, Susan Chubinskaya, Ryan E. Tomlinson, Theresa A. Freeman, Richard F. Loeser.

## Supplementary Materials and Methods

**Antibodies and reagents.** Antibodies to SIRT6 (12486), IGFBP2 (3922), phospho-Akt (Ser473) (4060), phospho-Akt (Thr308) (4056), total-Akt (9272), phospho-PRAS40 (2997), total PRAS40 (2610), Histone 3 (9715),  $\beta$ -actin (4967), and  $\beta$ -tubulin (2146) were purchased from Cell Signaling Technologies. Antibodies to IGF-1 and p16<sup>ink4a</sup> (IHC) were purchased from Abcam (ab9572 and ab211542) and the SIRT6 antibody (IHC) was purchased from LS-Bio (LS-B5589). The antibody to H3K9ac (06-942), 4-hydroxytamoxifen (H7904), and MDL-800 (SML2529) were purchased from Millipore-Sigma.

**Mouse Studies.** Animal studies were approved by the University of North Carolina and Thomas Jefferson University Institutional Animal Care and Use Committees following guidelines from the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Mice were housed with an average of 4 mice per cage and had access to *ad libitum* water and food. All studies were performed on male mice (C57Bl/6Jx129SxFVB/NJ background) due to prior studies demonstrating an increase in OA severity in male mice given DMM surgery, when compared to female mice (1). *Sirt6*<sup>fl/fl</sup> mice were obtained from Jackson laboratories (stock #017334, Bar Harbor, ME, USA). *Aggrecan-Cre*<sup>ERT2</sup> mice were kindly provided by Dr. Benoit de Crombrughe (University of Texas M.D. Anderson Cancer Center) and are now available from Jackson Laboratories (stock #019148). *Sirt6*<sup>fl/fl</sup> mice were crossed with *Aggrecan-Cre*<sup>ERT2</sup> mice to obtain *Sirt6*<sup>fl/fl</sup>;*Aggrecan-Cre*<sup>ERT2</sup> mice (*Sirt6* deficient mice, *Sirt6* cKO). Littermate *Sirt6*<sup>fl/fl</sup> mice (in the absence of *Aggrecan-Cre*<sup>ERT2</sup>) were used as *Sirt6* intact controls.

Genotyping was carried out using PCR protocols provided by Jackson Laboratories. At 12 weeks of age, mice received daily intraperitoneal injections of tamoxifen (40 mg/kg diluted to 10 mg/ml in corn oil) for 5 days to activate cre recombinase activity of *Aggrecan-Cre<sup>ERT2</sup>* and induce *Sirt6* deficiency. To control for the effects of tamoxifen, *Sirt6* intact mice (without *Aggrecan-Cre<sup>ERT2</sup>*) also received tamoxifen dosing. Our prior data demonstrates that treatment with tamoxifen alone or the *Aggrecan-Cre<sup>ERT2</sup>* allele alone has no effect on OA outcomes in the DMM model (2). Deletion of *Sirt6* in this model has been previously established *ex vivo* by our group (3) and was confirmed in the present study using IHC and an antibody to SIRT6 on mouse joint tissue sections (Supplementary Figure 1).

To assess the effect of *Sirt6* deficiency on surgery-induced OA, mice from each genotype (*Sirt6* intact or *Sirt6* cKO) were randomized to surgical groups and DMM or sham surgery was performed on the right knees of mice at 16 weeks of age, as we (2, 4) and others (1, 5) have described. Mice were sacrificed at 6- or 10-weeks after surgery as these are time points that have been shown to elicit moderate and moderate-severe OA (6, 7). We used  $n=13-15$  mice for DMM groups and an  $n=6-9$  for sham control groups. To assess the effects of *Sirt6* deficiency on age-associated OA, male *Sirt6* intact and *Sirt6* cKO mice received injections of tamoxifen at 12 weeks of age and were then aged to 12 or 18 months ( $n=15$  per age group and genotype). Mice assigned to the 18-month-old groups received a second round of tamoxifen dosing (daily for 3 days) at 12 months of age. Mouse numbers were chosen based on power analyses from our previously published studies (2, 4). We did not observe significant changes in body weights or gross morphological differences between mice in our study.

**Micro computed tomography ( $\mu$ CT) analysis.** Mice were sacrificed and hindlimbs were harvested, surrounding muscles were removed, and hindlimbs were fixed in 10% formalin (48 hours) prior to  $\mu$ CT analysis using a Bruker SkyScan 1275 scanner with  $7\mu\text{m}^3$  voxel size and X-ray energies of 70 kVp and 142  $\mu\text{A}$ , as previously described (8). Scans comprised of approximately 1300 slices spanning the femur, tibia, and knee joint.  $\mu$ CT reconstructions and quantitative analyses were performed using the SkyScan CT Analyzer (CTan) from regions of interest (medial tibia) that spanned approximately 160 coronal slices. The following structural parameters were analyzed; tibial subchondral bone volume fraction (BV/TV), Trabecular Thickness (Tb.Th), Trabecular Separation (Tb.Sp), Subchondral Bone Plate thickness (SCBP),

osteophyte volume, and max. osteophyte area. Osteophytes were observed as outgrowing bone protrusions compared with sham limbs, as described in (9).

**Histological analysis of OA.** After  $\mu$ CT analysis, hindlimbs were decalcified (EDTA, 19%, 21 days), processed, embedded in paraffin, and sectioned (5  $\mu$ m thickness) along the coronal plane, as described previously (10-13). Approximately 12 midcoronal sections were collected per limb (surgical limb only) for histological and histomorphometric analysis. Mid-coronal sections were stained with hematoxylin and eosin (H&E) or toluidine blue. Articular Cartilage Structure (ACS) score (0-12 scale) and toluidine blue score (0–12 scale) were analyzed on medial tibial plateaus (MTP), lateral tibial plateaus (LTP), medial femoral condyles (MFC), and lateral femoral condyles (LFC), as previously described (13). Osteophytes (0–3 scale) were scored on the MTP and LTP and synovial hyperplasia (0–3 scale) was analyzed in the medial compartment (13) from H&E stained sections. All sections were scored by two individuals blinded to experimental groups who had been trained to use the grading schemes. Histomorphometric measurements of articular cartilage thickness and area, calcified cartilage thickness and area, and subchondral bone thickness and area were analyzed on the MTP and LTP, as previously described (12, 13), using ImageJ software.

**Cell culture of human chondrocytes and mouse femoral cap explants.** Normal (non-osteoarthritic) human primary human articular chondrocytes were isolated from tali cartilage of deceased human tissue donors provided by the National Disease Research Interchange and a collaboration between The Gift of Hope Organ and Tissue Donor Network (Itasca, IL) and Rush University Medical Center (Chicago, IL), with IRB approval. Cartilage was macroscopically inspected prior to dissection and scored for degeneration using a modified version of the 5-point Collins grading system (14). Only normal appearing cartilage was used (grade 0-2). Normal cartilage was obtained from a total of 23 donors (male, 17; female, 6; age range 39–84 years, av. age;  $60.3 \pm 12.6$  years). Chondrocytes were isolated by sequential digestion of cartilage with Pronase and Collagenase P and maintained in monolayer culture in Dulbecco's Modified Eagle Medium (DMEM) supplemented with 10% Fetal Bovine Serum (FBS) and antibiotics. Chondrocytes (passage 0) were cultured at high density and grown to experimental confluence (80-90%) and cultured in serum-free conditions prior to experimental incubations.

Femoral head cartilage from the hip joints of 8-week-old *Sirt6* intact and *Sirt6* cKO mice (n=3) were dissected and cultured as explants as we have previously described (3, 15). Femoral cap explants were treated with 5  $\mu$ M 4-Hydroxytamoxifen daily for 4 days to activate *Cre* recombinase activity of *Aggrecan-Cre<sup>ERT2</sup>* and induce *Sirt6* deficiency. Cartilage explants were maintained in DMEM supplemented with 10% FBS and antibiotics.

**Knockdown of SIRT6 by Amaxa nucleofection of siRNA.** Knockdown of SIRT6 was achieved by electroporation of SIRT6 siRNA (SignalChem) using Amaxa Nucleofection (Lonza). Human chondrocytes were cultured in monolayer in 10 cm dishes until 80% confluency was achieved. Chondrocytes were then isolated by incubation in a Collagenase P and Pronase solution (1mg/ml in serum containing media) until chondrocytes were in a single cell suspension (60-120 mins). Cells were centrifuged (90 xg, 8 mins) and washed twice in 1X PBS. Chondrocytes were pelleted and resuspended in Amaxa P3 Primary Cell 4-D Nucleofector Reagent (100  $\mu$ l/ml) (Lonza) containing 2  $\mu$ M SIRT6 siRNA or a scrambled control and entered into Amaxa P3 Primary Cell 4-D Nucleocuvette vessels (Lonza). Electroporation was carried out in a 4-D Nucleofector (Lonza) (program ER-100). Nucleofected cell suspensions were incubated at RT for 10 mins prior to incubation in 20% serum containing media for 24 hours (37°C, 5% CO<sub>2</sub>). Media was aspirated after 24 hours and replaced with 10% serum containing media for 48 hours prior to immunoblot analysis.

**SIRT6 overexpression and activation studies.** For SIRT6 overexpression studies, human chondrocytes were incubated in serum-free media containing 1M CaCl (25 $\mu$ l/ml) and an adenoviral vector encoding SIRT6 (ad-SIRT6) or an empty vector control (ad-Null) (both 4x10<sup>8</sup> viral particles/ml) (25 $\mu$ l/ml) for 2 hours (37°C) as we have previously described (3, 15, 16). Chondrocytes were then maintained in serum containing DMEM for 48 hours prior to lysis. For SIRT6 activation studies, confluent human chondrocytes were treated with the small molecule activator of SIRT6, MDL-800 (12.5  $\mu$ M), for 0-24 hours and then total cell lysates were prepared. SIRT6 activity was analyzed in human chondrocyte lysates by isolation of histones and analysis of H3K9 acetylation (H3K9ac) as we have previously described (3). Analysis of H3K9ac is routinely performed by our lab, and others, as an inverse marker of SIRT6 activity (3, 17-22). Histones were isolated from total cell lysates using the Histone Extraction Kit (Abcam).

## RNA-sequencing analysis.

### *Total RNA Extraction, Library Preparation and RNA-sequencing*

SIRT6 was depleted in human chondrocytes by Amaxa nucleofection of siRNA. Chondrocytes nucleofected with a scrambled siRNA were used as controls as described above. Total RNA from cells was extracted using the NucleoSpin RNA mini kit for RNA purification (Macherey-Nagel) according to manufacturer's instructions. Library preparation, RNA-sequencing, and initial data analysis was carried out by Novogene. In brief, RNA quality was assessed using an Agilent 2100 bioanalyzer. Messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. Following fragmentation, the first strand cDNA was synthesized using random hexamer primers. Second strand cDNA synthesis was undertaken using either dUTP for directional library or dTTP for non-directional library. For non-stranded library preparation polyA enrichment was utilized to capture mRNA fragments. The library was checked with Qubit and real-time PCR for quantification and bioanalyzer for size distribution detection. Quantified resulting pooled libraries were sequenced on Novaseq 6000 (Illumina) with 270-300bp paired-end reads. RNA-sequencing data has been submitted to the National Centre for Biotechnology Information Gene Expression Omnibus (NCBI GEO) under Array Express accession number GSE235082.

### *RNA-sequencing Data Analysis*

Overall quality of the next-generation sequencing data was evaluated using in-house perl scripts. Clean reads were obtained following removal of reads containing adapters, reads containing ploy-N and low-quality reads from raw data. All the downstream analyses were based on the clean data with high quality. Reads were mapped against the reference genome Homo Sapiens (GRCh38/hg38) and gene model annotation files were downloaded from genome website directly (<http://ftp.ensembl.org/pub/>). Index of the reference genome was built using Hisat2 v2.0.5 and paired-end clean 2 reads were aligned to the reference genome using Hisat2 v2.0.5. FeatureCounts v1.5.0-p3 was used to count the reads numbers mapped to each gene(23-25). Parameters for mismatches were 2-6 max and min penalties for mismatch; lower qual = lower penalty <2,6>. of each gene was calculated based on the length of the gene and reads count mapped to this gene. Differential expression analysis of two conditions/groups (two biological

replicates per condition) was performed using the DESeq2 R package (1.20.0)(26). The resulting P-values were adjusted using the Benjamini and Hochberg's approach to control the false discovery rate. Genes with an adjusted P-value  $\leq 0.05$  found by DESeq2 were assigned as differentially expressed. Prior to differential gene expression analysis, for each sequenced library, the read counts were adjusted by edgeR program package through one scaling normalized factor. Differential expression analysis of two conditions was performed using the edgeR R package (3.22.5). Corrected P-value of 0.05 and absolute fold change of 2 were set as the threshold for significantly differential expression.

#### *Metaboanalyst Analysis*

RNA expression was normalized by median and pareto scaled prior to multivariate analysis. All principal component analysis (PCA) and heat map analysis was conducted using MetaboAnalyst 4.0 (<http://www.metaboanalyst.ca>).

#### *Ingenuity Pathway Analysis*

Ingenuity Pathway Analysis (IPA, Ingenuity Systems, Redwood City, California, US), was used to analyze the RNASeq data for canonical pathways, upstream regulators, and disease and function analysis using the list of differentially expressed genes ( $\log_2FC$  cutoff of  $\pm 2$  and  $FDR < 0.05$ ). All molecules were overlaid onto a global molecular network contained in the Ingenuity Knowledge base. Networks of network-eligible molecules were algorithmically generated based on their connectivity. The functional analyses identified the canonical pathways, upstream regulators and biological functions and diseases that were most significant to the data set. A right-tailed Fisher's exact test was used to calculate the raw p-values. The z-score was used to predict the activation or inhibition state of the molecules in our datasets. Canonical pathways, upstream regulators and biological functions and diseases which were likely activated (based on the pattern of differentially abundant proteins or metabolites) were presented in orange (positive z-score), those that were likely inhibited were presented in blue (negative z-score), and those with a z-score which is zero (or close to zero) or ineligible for prediction were presented in white or grey, respectively.

**RT-qPCR from human chondrocytes.** RNA isolation from human chondrocytes was performed using the NucleoSpin RNA mini kit for RNA purification (Macherey-Nagel) according to

manufacturer's instructions. Reverse transcription (500ng of RNA) was performed using the RNA to cDNA EcoDry Premix (Takara) and PCR was performed using *Power* SYBR<sup>®</sup> Green PCR mastermix (Applied Biosystems) and gene-specific oligos purchased from Integrated DNA Technologies (IDT) on a QuantStudio<sup>™</sup> 3 real-time PCR system (Applied Biosystems). Primer sequences used in the study are presented in Supplementary Table 1. Gene expression was normalized to HPRT1 as a housekeeping control and analysis of gene expression was conducted using the  $2^{-\Delta\Delta C_q}$  method (27, 28). Data is presented as fold change comparing Sirt6 depleted cells to controls.

**Immunoblotting.** After experimental stimulations, human chondrocytes were incubated in standard lysis buffer for 30 mins under gentle agitation at 4°C. Mouse femoral cap cartilage explants were lysed and homogenized using a Precellys homogenizer (Bertin Technologies) as previously described (3). Cell lysates were centrifuged at 12,000 rpm (10 mins) to remove non-soluble proteins and protein concentrations were determined using the Pierce<sup>™</sup> micro-BCA assay (Thermo Fisher Scientific). Immunoblotting was performed on cell lysates under reducing conditions (10%  $\beta$ -mercaptoethanol) using specified antibodies as we have previously described (15). Immunoblots were stripped and reprobed with total antibodies or  $\beta$ -tubulin/ $\beta$ -actin as loading controls. All antibodies were used at a 1:1000 dilution (in Tris-buffered saline with 0.1% Tween (TBST) and 5% blotting grade blocker (Bio-Rad)). Densitometric analysis was performed using ImageJ software.

**Immunohistochemistry (IHC).** IHC was performed on mouse joint tissue sections using the VECTASTAIN<sup>™</sup> Elite<sup>™</sup> ABC Kit as we have previously described (3). Joint tissue sections were incubated in 3% H<sub>2</sub>O<sub>2</sub> (10 min) prior to sodium citrate antigen retrieval (10 mM sodium citrate buffer, pH 6.0) at 90°C for 30 minutes. Sections were rinsed in PBS, blocked in 5% donkey serum, and incubated overnight at room temperature in primary antibodies to SIRT6, IGF-1, or p16<sup>ink4a</sup>. Sections were rinsed in PBS and then incubated in biotinylated secondary antibody for 1 hour. The secondary antibody was removed and sections were incubated in VECTASTAIN<sup>™</sup> Elite<sup>™</sup> Avidin-Biotin Complex solution for 30 min and then incubated in Vector<sup>™</sup> DAB peroxidase substrate. Slides were counterstained with hematoxylin and imaged using an EVOS M5000 imaging system. Percent positive cells were analyzed using ImageJ.

218

219 **Statistical Analysis.** Statistical analysis was performed in GraphPad Prism version 9. All data  
220 are presented as mean values  $\pm$  SD and individual data points are presented in graphs. Exact  
221 biological replicates are presented in figure legends. Normal distribution of data was tested using  
222 the D'Agostino and Pearson normality test and normally distributed data was analyzed using  
223 paired or unpaired students t-tests when comparing two groups, or one-way ANOVA as  
224 indicated in figure legends. Data that was not normally distributed was analyzed by Mann-  
225 Whitney tests comparing experimental groups to controls. Significant  $p$ -values are presented in  
226 graphs with a  $p$ -value of  $<0.05$  deemed significant.  
227

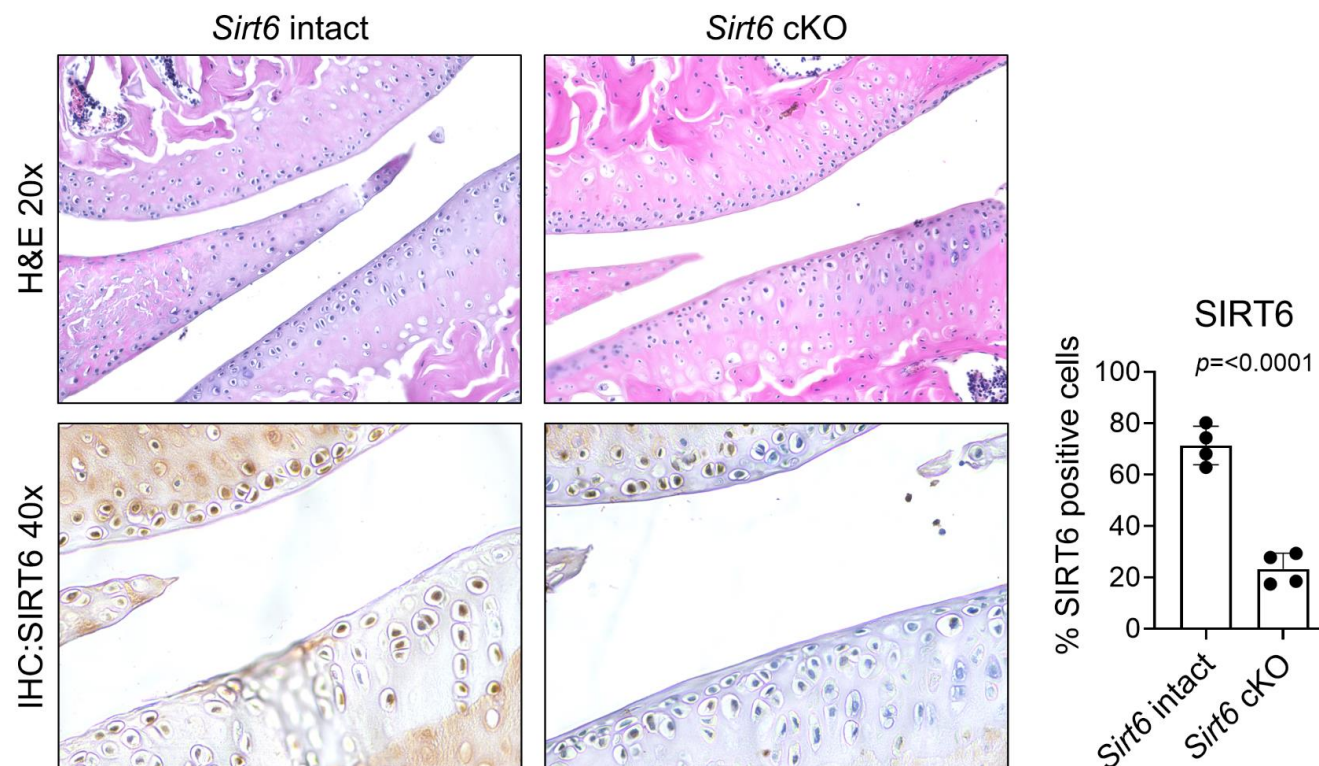

**Supplementary Figure 1. SIRT6 levels are decreased in chondrocytes from *Sirt6<sup>fl/fl</sup>;Aggrecan-Cre<sup>ERT2</sup>* mice.** To demonstrate SIRT6 deficiency *in vivo*, SIRT6 levels in chondrocytes from *Sirt6<sup>fl/fl</sup>* (*Sirt6* intact) and *Sirt6<sup>fl/fl</sup>;Aggrecan-Cre<sup>ERT2</sup>* (*Sirt6* cKO) contralateral sham mouse limbs were analyzed by immunohistochemistry. H&E stained midcoronal sections (upper panels) showing undamaged cartilage from the lateral medial femoral condyle and tibial plateaus of *Sirt6* intact and *Sirt6* cKO mice (n=4). Immunohistochemistry to detect SIRT6 levels (lower panels) was performed on midcoronal sections from the same mouse joints (n=4)

234 and percentage SIRT6 positively stained cells were quantified. Individual data points are presented with mean  $\pm$  standard deviation  
235 (SD). Significant differences between groups were detected by unpaired *t*-test. Exact *p*-values are presented.

236

237

238

239

240

241

242

243

244

245

246

247

248

249

250

251

252

253

254

255

256

| Gene    | Sequence (5' – 3')          | Amplicon (bp) |
|---------|-----------------------------|---------------|
| hCOMP   | F: CCCCAATGAAAAGGACAACTGC   | 121           |
|         | R: GTCCTTTTGGTCGTCGTTCTTC   |               |
| hCOL2A1 | F: AGAACTGGTGGAGCAGCAAGA    | 142           |
|         | R: AGCAGGCGTAGGAAGGTCAT     |               |
| hHHIP   | F: TCTCAAAGCCTGTTCCACTCA    | 108           |
|         | R: GCCTCGGCAAGTGTAAGAA      |               |
| hHPRT1  | F: ATGGACAGGACTGAACGTCTTGCT | 80            |
|         | R: TTGAGCACACAGAGGGCTACAATG |               |
| hIGF1   | F: GAGTCTGGCCAAAACGGTAA     | 102           |
|         | R: CCCAAATGGATGGTGTTTTC     |               |
| hIGFBP2 | F: ACAACCTCAAACAGTGCAAGA    | 92            |
|         | R: GGCTCCCTGGATCAGCTTC      |               |
| hIL1RL1 | F - GAAAACCTAGTTACACCGTGGAT | 82            |
|         | R - GCAAACACACGATTTCTTTCCTG |               |
| hITGA6  | F: ATGCACGCGGATCGAGTTT      | 160           |
|         | R: TTCCTGCTTCGTATTAACATGCT  |               |
| hPCK1   | F - GAGAAAGCGTTCAATGCCAG    | 107           |
|         | R - ATGCCGATCTTTGACAGAGG    |               |
| hSIRT6  | F - GCCTGGTCATCGTCAACCTG    | 84            |
|         | R - TCATGACCTCGTCAACGTAGC   |               |
| hSFRP1  | F - TGAGGCCATCATTGAACATC    | 50            |
|         | R - TCATCCTCAGTGCAAACCTCG   |               |

|        |                          |    |
|--------|--------------------------|----|
| hSFRP4 | F - CTGCCCCATCAAGATGTTCT | 53 |
|        | R - ATCATCCTTGAACGCCACTC |    |

**Supplementary Table 1.** Human primers used in the study.

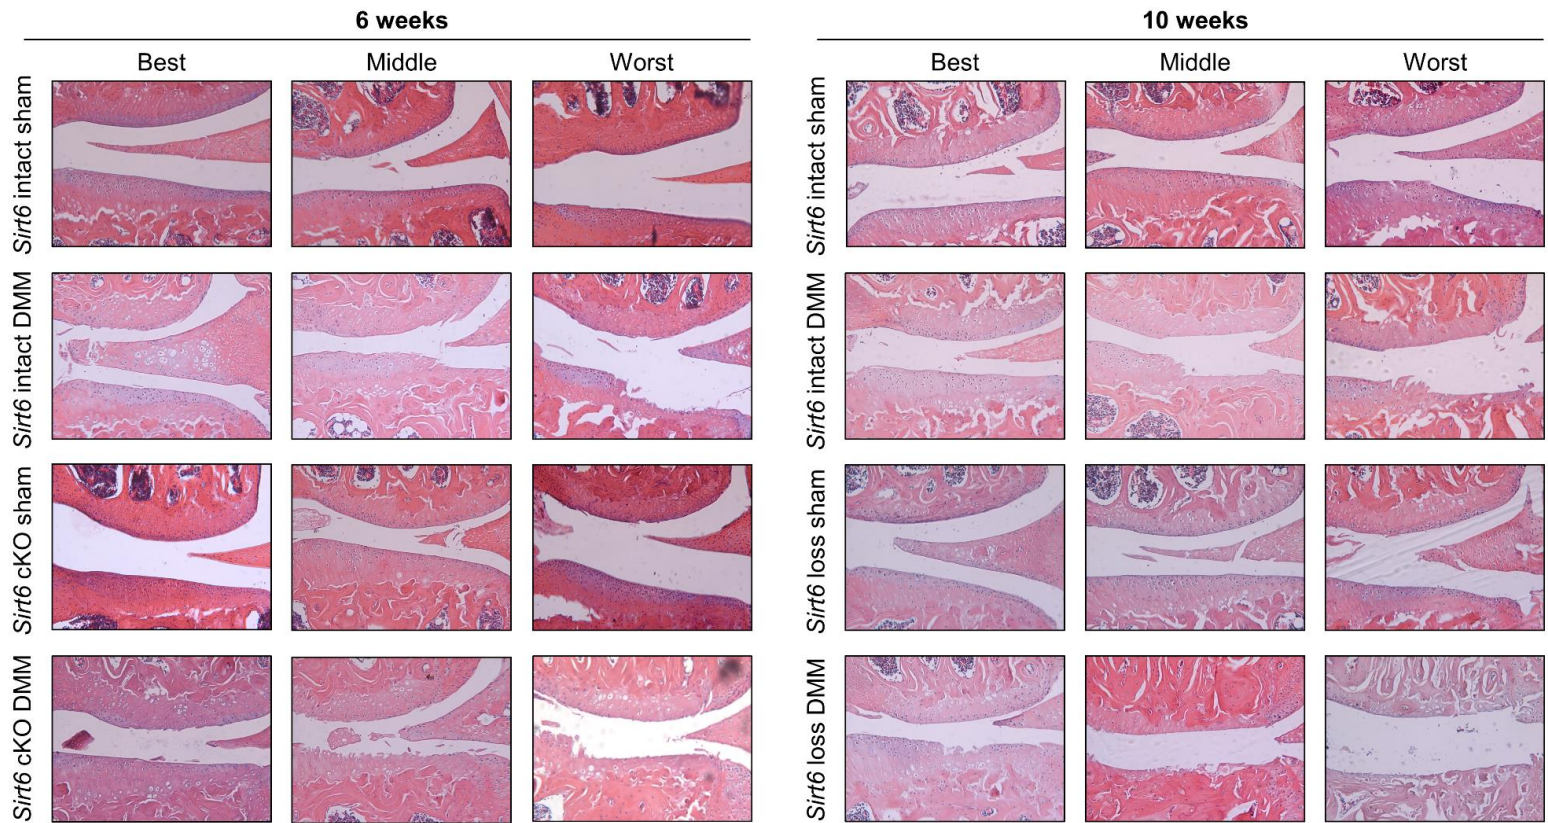

**Supplementary Figure 2.** Representative images of H&E stained mid coronal sections showing the MTP and MFC from all sham and DMM groups at 6- and 10-weeks post-surgery. Representative examples of the best (minimal damage), middle (average damage) and worst (maximal damage) joints for each genotype are presented.

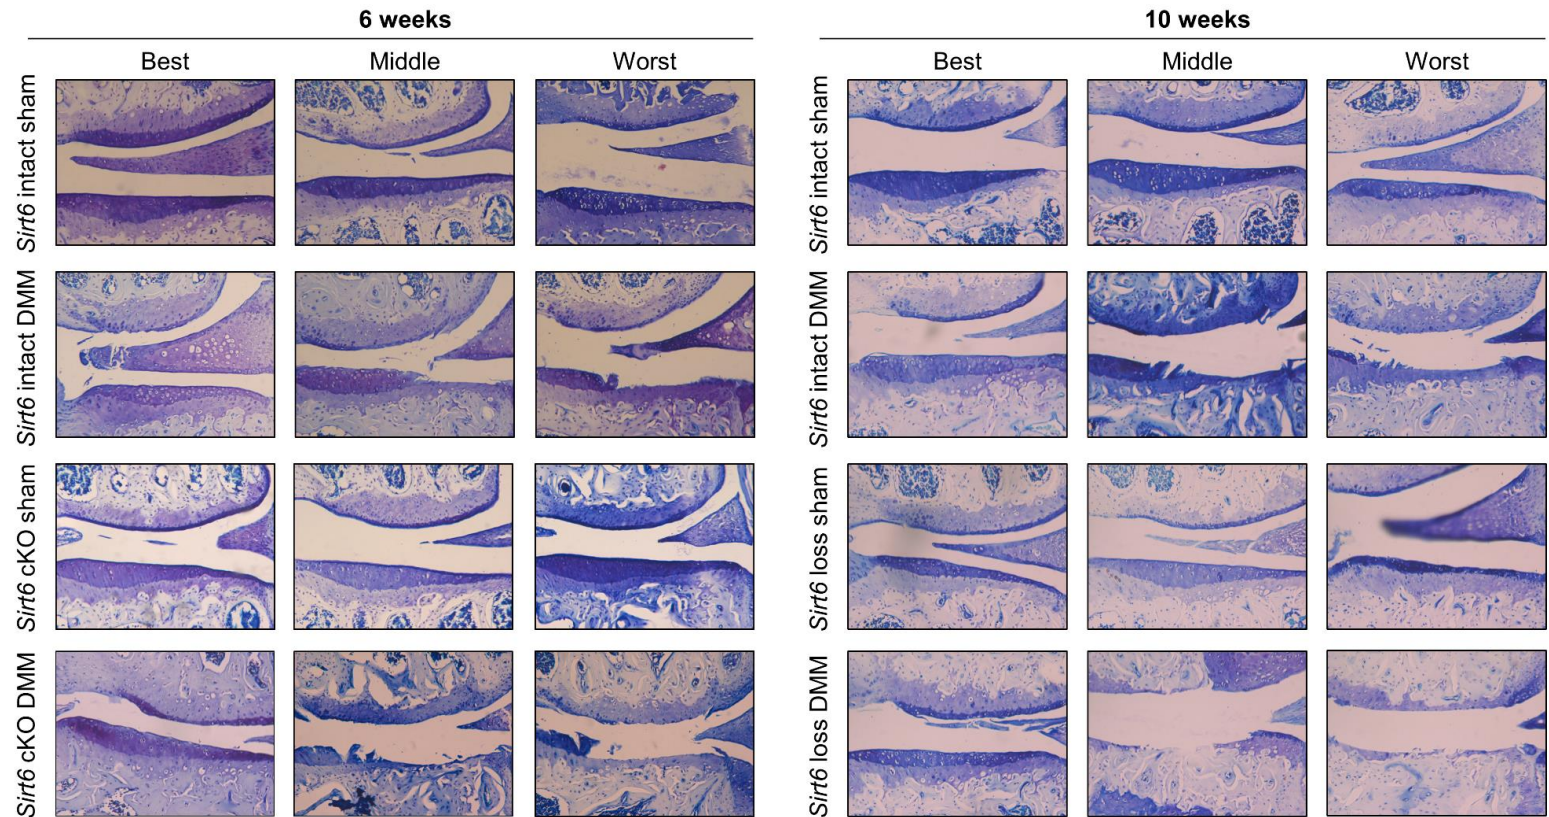

**Supplementary Figure 3.** Representative images of toluidine blue stained mid coronal sections showing the MTP and MFC from all sham and DMM groups at 6- and 10-weeks post-surgery. Representative examples of the best (minimal damage), middle (average damage) and worst (maximal damage) joints for each genotype are presented.

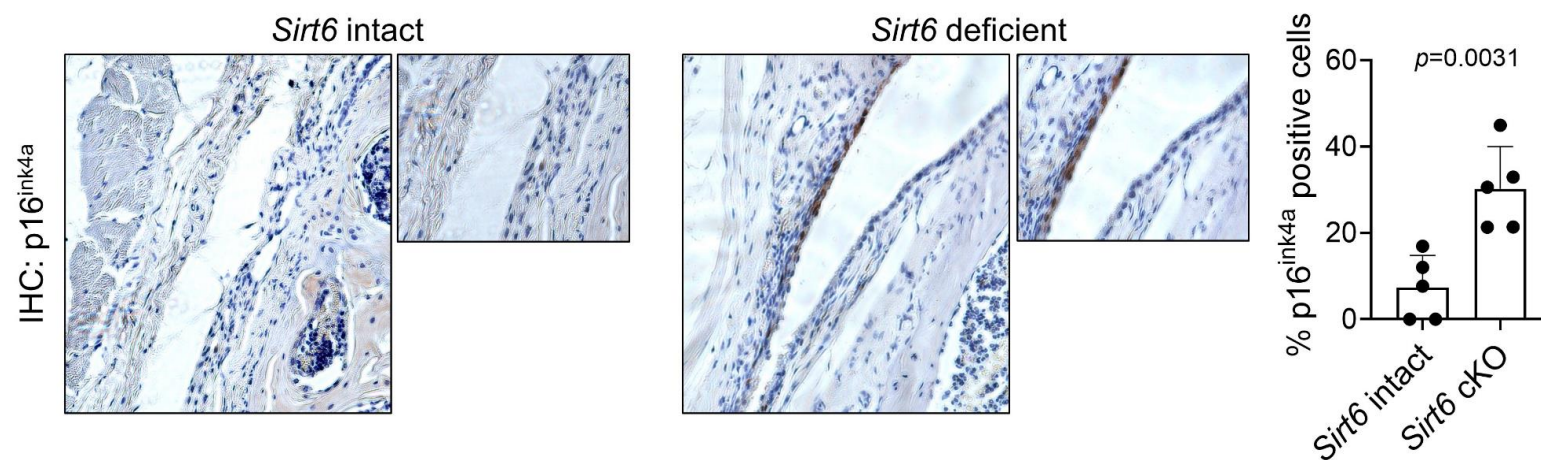

**Supplementary Figure 4.** Immunohistochemistry to detect p16<sup>ink4a</sup> levels was performed on midcoronal sections from 18-month-old *Sirt6* intact controls and *Sirt6* deficient mice (n=5) and percentage p16<sup>ink4a</sup> positively stained cells in the synovium were quantified. Individual data points are presented with mean ± standard deviation (SD). Significant differences between groups were detected by unpaired *t*-test. Exact *p*-values are presented.

| Parameter                              | <i>Sirt6</i> intact sham<br>Mean (SD) | <i>Sirt6</i> intact DMM<br>Mean (SD) | <i>Sirt6</i> cKO<br>sham<br>Mean (SD) | <i>Sirt6</i> cKO<br>DMM<br>Mean (SD) | <i>Sirt6</i> intact sham<br>vs<br><i>Sirt6</i> intact DMM<br><i>p</i> -value | <i>Sirt6</i> cKO sham<br>vs<br><i>Sirt6</i> cKO DMM<br><i>p</i> -value | <i>Sirt6</i> intact DMM<br>vs<br><i>Sirt6</i> cKO DMM<br><i>p</i> -value |
|----------------------------------------|---------------------------------------|--------------------------------------|---------------------------------------|--------------------------------------|------------------------------------------------------------------------------|------------------------------------------------------------------------|--------------------------------------------------------------------------|
| Art. Cart. Area<br>(µm <sup>2</sup> )  | 52,497.6<br>(15,741)                  | 57,148<br>(15,437)                   | 55,403<br>(18,733)                    | 35,400<br>(16,368)                   | 0.5074                                                                       | <b>0.0151</b>                                                          | <b>0.0015</b>                                                            |
| Art. Cart. Thickness<br>(µm)           | 44.21<br>(11.45)                      | 44.15<br>(12.71)                     | 42.61<br>(14.40)                      | 26.68<br>(11.18)                     | 0.9933                                                                       | <b>0.0093</b>                                                          | <b>0.0009</b>                                                            |
| Calc. Cart. Area<br>(µm <sup>2</sup> ) | 45,907<br>(5,868)                     | 50,124<br>(11,798)                   | 48,187<br>(10,231)                    | 39,322<br>(7,599)                    | 0.3586                                                                       | <b>0.0299</b>                                                          | <b>0.0096</b>                                                            |
| Calc. Cart.<br>Thickness<br>(µm)       | 37.99<br>(4.65)                       | 34.74<br>(6.86)                      | 38.75<br>(4.12)                       | 33.118<br>(8.28)                     | 0.4201                                                                       | 0.0754                                                                 | 0.5820                                                                   |
| SCBP Area<br>(µm <sup>2</sup> )        | 82,431<br>(18,450)                    | 83,778<br>(27,021)                   | 75,252<br>(17,406)                    | 79,721<br>(27,065)                   | 0.9734                                                                       | 0.6681                                                                 | 0.8674                                                                   |
| SCBP Thickness<br>(µm)                 | 55.52<br>(5.08)                       | 54.00<br>(13.46)                     | 61.12<br>(19.04)                      | 60.87<br>(20.36)                     | 0.2973                                                                       | 0.9774                                                                 | 0.4020                                                                   |

**Supplementary Table 2. Histomorphometric analysis of *Sirt6* intact and *Sirt6* deficiency mice receiving DMM or sham surgery 6 weeks post-DMM surgery (lateral side).** Histomorphometry measurements of articular cartilage (Art. cart) thickness and area, calcified cartilage (Calc. cart) thickness and area, and subchondral bone plate (SCBP) thickness and area were analyzed from mid coronal sections of mouse limbs (lateral tibial plateau) from *Sirt6* intact and *Sirt6* cKO mice receiving DMM or sham surgery 6 weeks post-DMM surgery. *Sirt6* intact sham: n=8; *Sirt6* intact DMM: n=14; *Sirt6* cKO sham: n=9; *Sirt6* cKO DMM: n=13. Results are presented as mean ± standard deviation (SD). Significant differences between groups were detected by Mann-Whitney test comparing sham and DMM groups for each genotype. Exact *p*-values are presented.

| Parameter                                  | <i>Sirt6</i> intact sham<br>Mean (SD) | <i>Sirt6</i> intact DMM<br>Mean (SD) | <i>Sirt6</i> cKO<br>sham<br>Mean (SD) | <i>Sirt6</i> cKO<br>DMM<br>Mean (SD) | <i>Sirt6</i> intact sham<br>vs<br><i>Sirt6</i> intact DMM<br><i>p</i> -value | <i>Sirt6</i> cKO sham<br>vs<br><i>Sirt6</i> cKO DMM<br><i>p</i> -value | <i>Sirt6</i> intact DMM<br>vs<br><i>Sirt6</i> cKO DMM<br><i>p</i> -value |
|--------------------------------------------|---------------------------------------|--------------------------------------|---------------------------------------|--------------------------------------|------------------------------------------------------------------------------|------------------------------------------------------------------------|--------------------------------------------------------------------------|
| Art. Cart. Area<br>( $\mu\text{m}^2$ )     | 52,893<br>(17,890)                    | 55,705<br>(20,124)                   | 48,844<br>(17,849)                    | 30,828<br>(18,901)                   | 0.7439                                                                       | 0.0628                                                                 | <b>0.0020</b>                                                            |
| Art. Cart. Thickness<br>( $\mu\text{m}$ )  | 43.78<br>(13.78)                      | 43.67<br>(12.40)                     | 36.56<br>(11.1)                       | 22.61<br>(14.77)                     | 0.9845                                                                       | 0.0541                                                                 | <b>0.0003</b>                                                            |
| Calc. Cart. Area<br>( $\mu\text{m}^2$ )    | 39,270<br>(7,969)                     | 44,754<br>(8,081)                    | 59,713<br>(5,589)                     | 36,117<br>(10,547)                   | 0.1344                                                                       | <b>&lt;0.0001</b>                                                      | <b>0.0194</b>                                                            |
| Calc. Cart. Thickness<br>( $\mu\text{m}$ ) | 33.80<br>(6.54)                       | 36.78<br>(6.70)                      | 38.48<br>(3.86)                       | 25.97<br>(10.54)                     | 0.3182                                                                       | <b>0.0023</b>                                                          | <b>0.0032</b>                                                            |
| SCBP Area<br>( $\mu\text{m}^2$ )           | 69,716<br>(14,786)                    | 77,555<br>(20,283)                   | 91,305<br>(26,452)                    | 79,080<br>(27,260)                   | 0.3475                                                                       | 0.3664                                                                 | 0.8650                                                                   |
| SCBP Thickness<br>( $\mu\text{m}$ )        | 55.16<br>(8.88)                       | 54.27<br>(13.01)                     | 56.04<br>(12.39)                      | 47.61<br>(14.78)                     | 0.8651                                                                       | 0.2382                                                                 | 0.2076                                                                   |

**Supplementary Table 3. Histomorphometric analysis of *Sirt6* intact and *Sirt6* deficiency mice receiving DMM or sham surgery 10 weeks post-surgery (lateral side).** Histomorphometry measurements of articular cartilage (Art. cart) thickness and area, calcified cartilage (Calc. cart) thickness and area, and subchondral bone plate (SCBP) thickness and area were analyzed from mid coronal sections of mouse limbs (lateral tibial plateau) from *Sirt6* intact and *Sirt6* cKO mice receiving DMM or sham surgery 10 weeks post-DMM surgery. *Sirt6* intact sham: n=8; *Sirt6* intact DMM: n=15; *Sirt6* cKO sham: n=6; *Sirt6* cKO DMM: n=14. Results are presented as mean  $\pm$  standard deviation (SD). Significant differences between groups were detected by Mann-Whitney test comparing sham and DMM groups for each genotype. Exact *p*-values are presented.

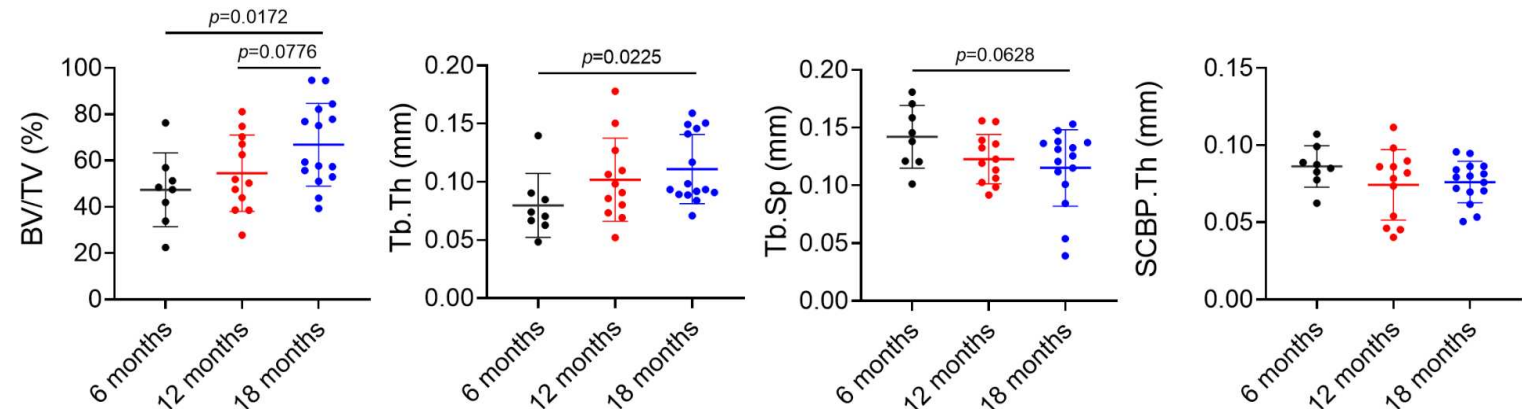

**Supplementary Figure 5. Subchondral bone changes during aging.** MicroCT analysis of bone changes (BV/TV, Tb.Th, Tb.Sp, SCBP.Th) in *Sirt6* intact sham control mouse limbs aged 6 months of age, and *Sirt6* intact mouse limbs at 12 months, and 18 months of age. Individual data points are presented with mean ± standard deviation (SD). Exact *p*-values are presented.

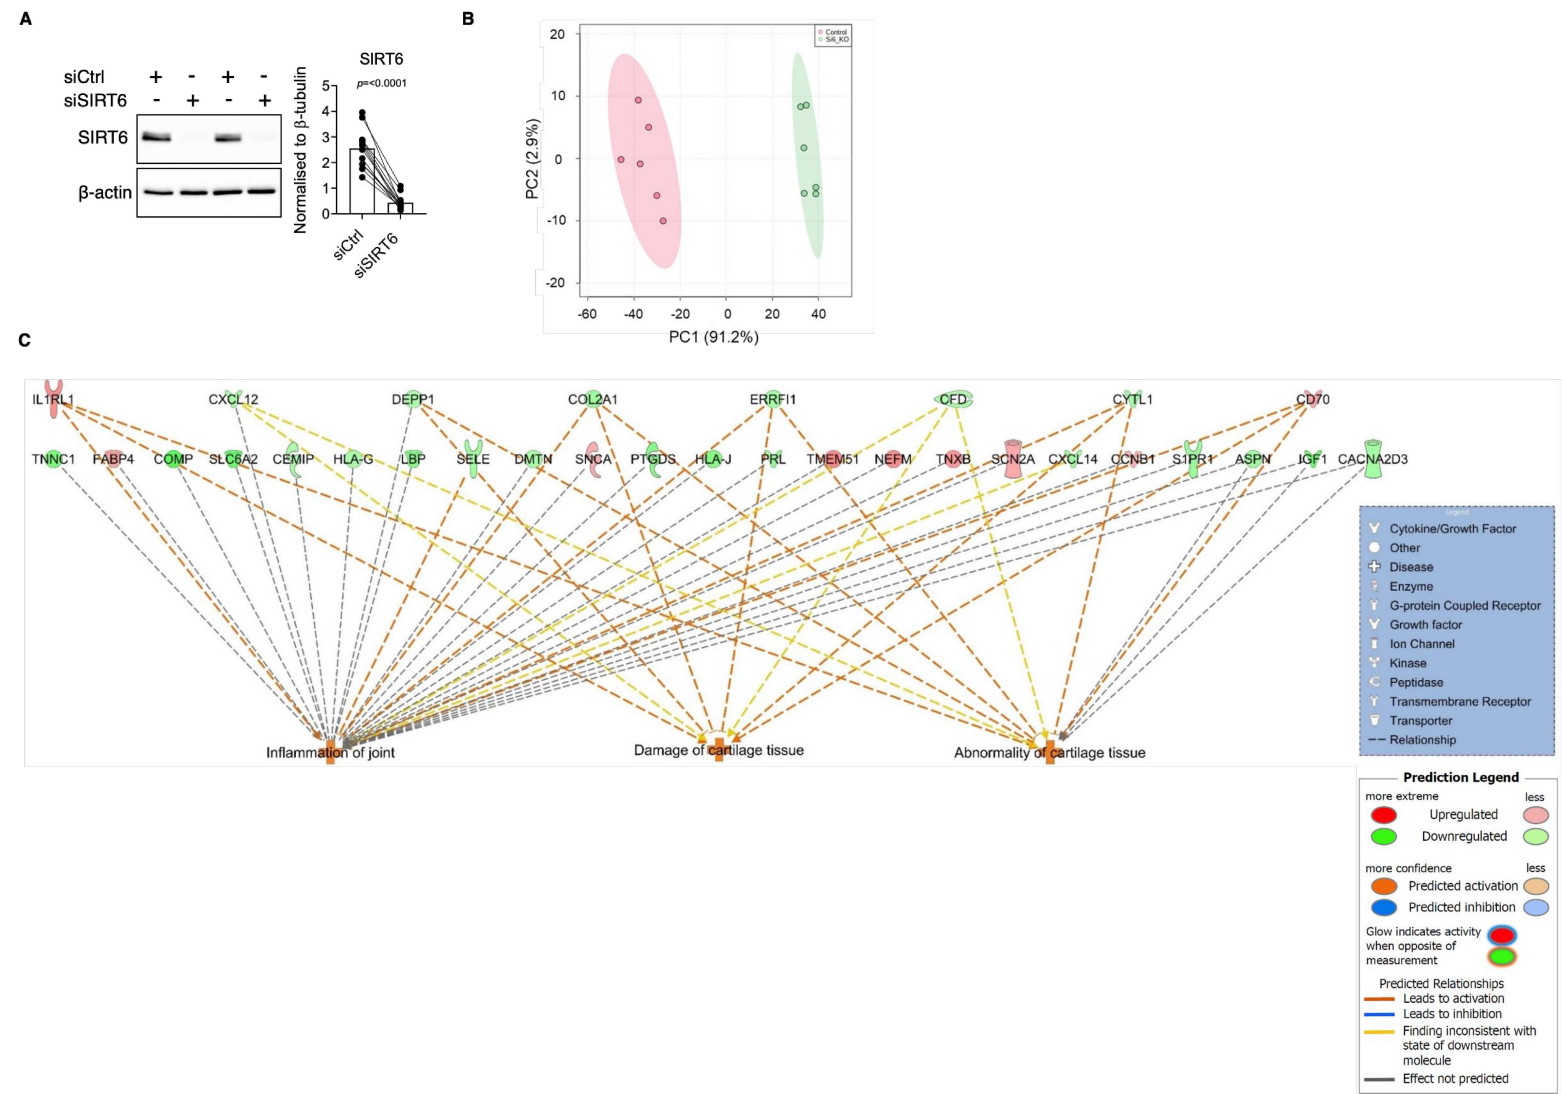

**Supplementary Figure 6.** (A) Primary human chondrocytes were nucleofected with siRNA to *Sirt6* or a scrambled siRNA control (72 hrs.) to validate *Sirt6* knockdown. Cells were harvested and immunoblotting for total SIRT6 was performed. Presented immunoblots are representative and protein bands were normalized to  $\beta$  actin. Individual data points are presented with mean  $\pm$  standard deviation (SD). Significant differences were detected by paired *t*-test and exact *p*-values are presented. (B) principal component analysis (PCA) was performed on our RNA-sequencing dataset and showed that groups were clustered by treatment. (C) Regulatory effects analysis was conducted using the Ingenuity Pathway Analysis (IPA) tool to show the effect of *Sirt6* deficiency on downstream functions that involve the differentially expressed genes in our RNA sequencing dataset.

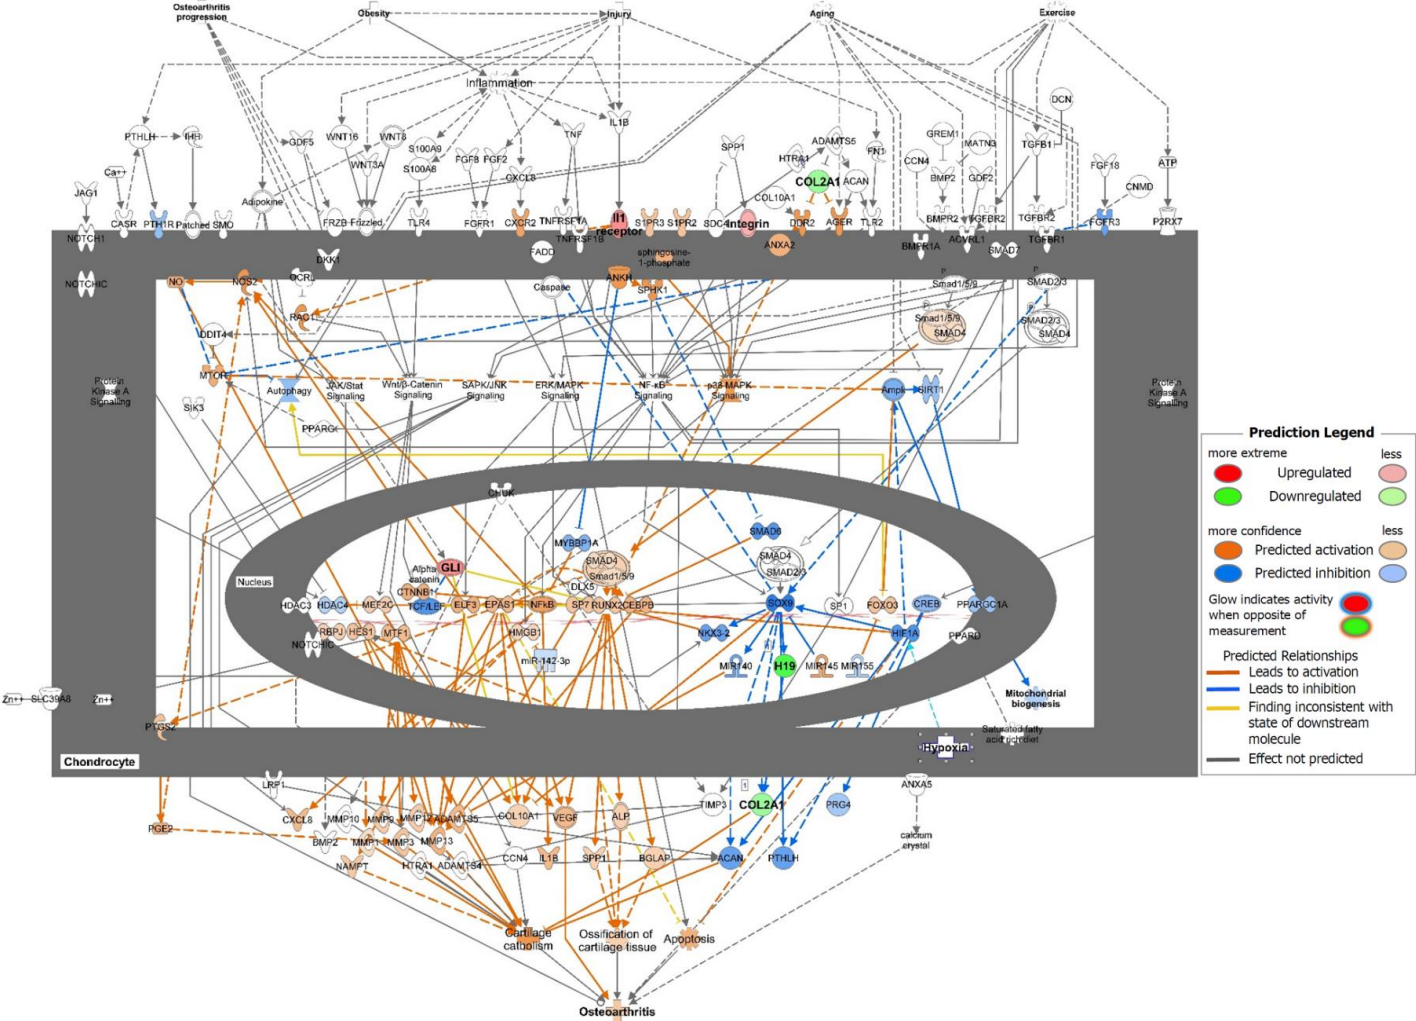

327  
328

329    **Supplementary Figure 7. Ingenuity Pathway Analysis (IPA) predicting downstream effects implicated in the OA disease**  
330    **process in chondrocytes depleted of *SIRT6* in our RNA-sequencing dataset.** Predicted analysis demonstrates that deficiency of  
331    *SIRT6* would lead to activation (upregulated) of cartilage catabolism, ossification of cartilage tissue, apoptosis, and ultimately  
332    osteoarthritis.  
333  
334  
335  
336  
337  
338  
339  
340  
341  
342  
343  
344  
345  
346  
347  
348  
349  
350  
351  
352  
353

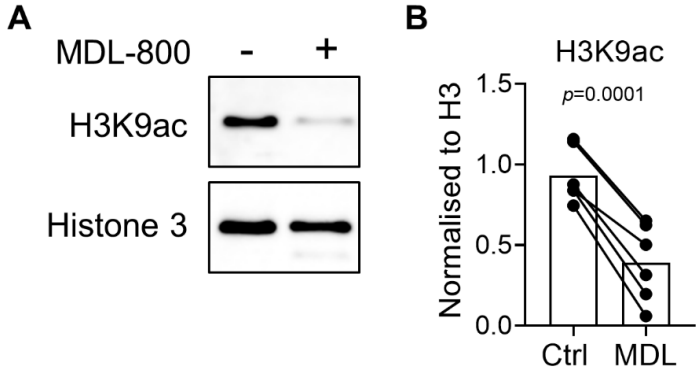

**Supplementary Figure 8.** (A) Primary human chondrocytes were treated with the small molecule SIRT6 activator, MDL-800, for 24 hrs. (12.5  $\mu$ M) and histones were isolated prior to immunoblotting with antibodies to acetylated H3K9 (H3K9ac) as an inverse marker of SIRT6 activity. Immunoblots are representative of n=6 independent experiments. (B) Densitometric analysis from H3K9ac immunoblots. Data was normalized to Histone 3 which was used as a loading control. Data is presented as mean  $\pm$  standard deviation (SD) compared to untreated control values. Paired *t*-test was used to test for significant differences between groups. Exact *p* values are presented.

## References

1. Ma HL, Blanchet TJ, Peluso D, Hopkins B, Morris EA, Glasson SS. Osteoarthritis severity is sex dependent in a surgical mouse model. *Osteoarthritis Cartilage*. 2007;15(6):695-700.
2. Loeser RF, Kelley KL, Armstrong A, Collins JA, Diekman BO, Carlson CS. Deletion of c-Jun N-terminal Kinase Enhances Senescence in Joint Tissues and Increases the Severity of Age-Related Osteoarthritis in Mice. *Arthritis Rheumatol*. 2020.
3. Collins JA, Kapustina M, Bolduc JA, Pike JFW, Diekman BO, Mix K, et al. Sirtuin 6 (SIRT6) regulates redox homeostasis and signaling events in human articular chondrocytes. *Free Radic Biol Med*. 2021;166:90-103.
4. Loeser RF, Coryell PR, Armstrong AR, Collins JA, Gopalakrishnan P, McDermott KA, et al. Overexpression of Peroxiredoxin 3 in Cartilage Reduces the Severity of Age-Related Osteoarthritis But Not Surgically Induced Osteoarthritis in Mice. *ACR Open Rheumatol*. 2022;4(5):441-6.
5. Glasson SS, Blanchet TJ, Morris EA. The surgical destabilization of the medial meniscus (DMM) model of osteoarthritis in the 129/SvEv mouse. *Osteoarthritis Cartilage*. 2007;15(9):1061-9.
6. Fang H, Huang L, Welch I, Norley C, Holdsworth DW, Beier F, et al. Early Changes of Articular Cartilage and Subchondral Bone in The DMM Mouse Model of Osteoarthritis. *Sci Rep*. 2018;8(1):2855.
7. Loeser RF, Olex AL, McNulty MA, Carlson CS, Callahan M, Ferguson C, et al. Disease progression and phasic changes in gene expression in a mouse model of osteoarthritis. *PLoS One*. 2013;8(1):e54633.
8. Zhang QS, Eaton GJ, Diallo C, Freeman TA. Stress-Induced Activation of Apoptosis Signal-Regulating Kinase 1 Promotes Osteoarthritis. *J Cell Physiol*. 2016;231(4):944-53.
9. Kim YH, Kang JS. Micro-computed tomography evaluation and pathological analyses of female rats with collagen-induced arthritis. *J Vet Sci*. 2015;16(2):165-71.
10. Loeser RF, Olex AL, McNulty MA, Carlson CS, Callahan MF, Ferguson CM, et al. Microarray analysis reveals age-related differences in gene expression during the development of osteoarthritis in mice. *Arthritis Rheum*. 2012;64(3):705-17.
11. Rowe MA, Harper LR, McNulty MA, Lau AG, Carlson CS, Leng L, et al. Reduced Osteoarthritis Severity in Aged Mice With Deletion of Macrophage Migration Inhibitory Factor. *Arthritis Rheumatol*. 2017;69(2):352-61.
12. McNulty MA, Loeser RF, Davey C, Callahan MF, Ferguson CM, Carlson CS. A Comprehensive Histological Assessment of Osteoarthritis Lesions in Mice. *Cartilage*. 2011;2(4):354-63.
13. Armstrong AR, Carlson CS, Rendahl AK, Loeser RF. Optimization of histologic grading schemes in spontaneous and surgically-induced murine models of osteoarthritis. *Osteoarthritis Cartilage*. 2021;29(4):536-46.
14. Muehleman C, Bareither D, Huch K, Cole AA, Kuettner KE. Prevalence of degenerative morphological changes in the joints of the lower extremity. *Osteoarthritis Cartilage*. 1997;5(1):23-37.

15. Collins JA, Wood ST, Nelson KJ, Rowe MA, Carlson CS, Chubinskaya S, et al. Oxidative Stress Promotes Peroxiredoxin Hyperoxidation and Attenuates Pro-survival Signaling in Aging Chondrocytes. *J Biol Chem*. 2016;291(13):6641-54.
16. Collins JA, Wood ST, Bolduc JA, Nurmala Sari NPD, Chubinskaya S, Poole LB, et al. Differential peroxiredoxin hyperoxidation regulates MAP kinase signaling in human articular chondrocytes. *Free Radic Biol Med*. 2019;134:139-52.
17. Michishita E, McCord RA, Berber E, Kioi M, Padilla-Nash H, Damian M, et al. SIRT6 is a histone H3 lysine 9 deacetylase that modulates telomeric chromatin. *Nature*. 2008;452(7186):492-6.
18. Hu S, Liu H, Ha Y, Luo X, Motamedi M, Gupta MP, et al. Posttranslational modification of Sirt6 activity by peroxynitrite. *Free Radic Biol Med*. 2015;79:176-85.
19. Mao Z, Hine C, Tian X, Van Meter M, Au M, Vaidya A, et al. SIRT6 promotes DNA repair under stress by activating PARP1. *Science*. 2011;332(6036):1443-6.
20. Pan H, Guan D, Liu X, Li J, Wang L, Wu J, et al. SIRT6 safeguards human mesenchymal stem cells from oxidative stress by coactivating NRF2. *Cell Res*. 2016;26(2):190-205.
21. Kim HS, Xiao C, Wang RH, Lahusen T, Xu X, Vassilopoulos A, et al. Hepatic-specific disruption of SIRT6 in mice results in fatty liver formation due to enhanced glycolysis and triglyceride synthesis. *Cell Metab*. 2010;12(3):224-36.
22. Qin K, Zhang N, Zhang Z, Nipper M, Zhu Z, Leighton J, et al. SIRT6-mediated transcriptional suppression of Txnip is critical for pancreatic beta cell function and survival in mice. *Diabetologia*. 2018;61(4):906-18.
23. Mortazavi A, Williams BA, McCue K, Schaeffer L, Wold B. Mapping and quantifying mammalian transcriptomes by RNA-Seq. *Nat Methods*. 2008;5(7):621-8.
24. Liao Y, Smyth GK, Shi W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics*. 2014;30(7):923-30.
25. Kim D, Paggi JM, Park C, Bennett C, Salzberg SL. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. *Nat Biotechnol*. 2019;37(8):907-15.
26. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol*. 2014;15(12):550.
27. Watanabe H, Ishii H, Takahashi K, Takai S, Ozawa H. Suitable reference gene selection for gene expression studies in knee osteoarthritis synovium using quantitative PCR analysis. *Connect Tissue Res*. 2018;59(4):356-68.
28. Livak KJ, Schmittgen TD. Analysis of relative gene expression data using real-time quantitative PCR and the 2<sup>-ΔΔC<sub>T</sub></sup> Method. *Methods*. 2001;25(4):402-8.

How the deposited data were processed for this re-analysis (not part of the article)

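RNA from primary human chondrocytes was sequenced in 12 libraries, 6 nucleofected with siRNA to SIRT6 (siSirt6) and 6 control libraries (siCtrl), 72 hours after nucleofection. Conditions were taken from the sample labels and the paper. The labels name 6 donors per group. The columns of the deposited tables name the group and a letter but not the donor, and what the letters stand for is not given, so each column was used as a replicate of its group with no pairing.

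The authors' sequencing provider prepared poly(A) libraries and sequenced them on an Illumina NovaSeq instrument. The authors aligned the reads with HISAT2 2.0.5 to GRCh38 and counted reads per gene with featureCounts 1.5.0-p3. Whether the counting used strand is not given in the sources used here, so reads of a gene and of an overlapping antisense gene cannot be told apart. The authors tested the counts with DESeq2 1.20.0 and edgeR 3.22.5, at an adjusted p of 0.05 and a fold of 2. The deposited counts are whole reads per gene and were the only values tested here. In each table, 24 further columns per library (the counts divided by the authors' size factors, and FPKM) were not used. The authors' log2 fold changes and the authors' p-values and adjusted p-values come from their own comparison of the groups, and were used only to compare calls. Gene coordinates and biotypes are those in the deposited table, on GRCh38.

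Of 32053 genes in the table, 50 (XIST, TSIX and genes of chromosome Y, with 0.0439% of counts) were left out. Total counts ranged from 18307219 to 25693447 in siCtrl (median 20540153) and from 16831094 to 23351878 in siSirt6 (median 18743020). Mitochondrially encoded genes took 3.77% ± 0.247 (SD, n=6) in siCtrl and 3.64% ± 0.372 (SD, n=6) in siSirt6. TMM factors ran from 0.938 to 0.971 in siCtrl and from 1.04 to 1.06 in siSirt6. In every pair of libraries of a group, counts differed by more than the sampling noise (chi-square per gene from 3.68 to 12.2 in siCtrl and from 3.59 to 8.81 in siSirt6, over genes with at least 40 counts in the pair).

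The comparison of siSirt6 with siCtrl used edgeR 4.0.16 in R 4.3.3 with no covariate. Genes were kept by filterByExpr (minimum count 10, minimum total 15), which left 15808. Counts were scaled by TMM and tested with the quasi-likelihood F test, and p values were adjusted by the Benjamini-Hochberg method. Calls needed an adjusted p of at most 0.05 and a fold of at least 2, as in the methods of the paper, and calls by the adjusted p alone were counted as well. Levels in the text are CPM after TMM scaling, as the mean ± SD of 6 libraries. Log2 levels had a prior count of 2. Single values were compared by two-sided exact permutation tests over the 924 regroupings of 6 against 6, whose smallest p is 0.00216. Principal components were computed on centred log2 levels.

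Gene lists were fixed before the data were examined: 57 lists of pathways, complexes and cell type markers, and 7 lists of genes that figures of the paper show, which the study chose on these libraries. Of 1821 list members 1734 matched a symbol in the table. Lists with at least 5 tested members (56, of which 51 were fixed lists) were tested with camera from limma 3.58.1, with a preset correlation of 0.01 between genes, and adjusted over the lists. The estimated correlation and fry, which tests each list by itself, were alternatives. Odds ratios of matrix and growth factor genes came from Fisher's exact test with the tested genes as background. The genes named in the text follow a rule also fixed in advance: every gene that the paper names for these data, the 10 largest changes in each direction among protein-coding called genes with no overlap between groups and a mean of at least 50 counts, up to 4 members of each list with the smallest p values, the sirtuins and a few control genes. This gave 233 genes, of which 225 could be tested. Members of lists named beyond the 4 were chosen after their values were seen.

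The test was checked on simulated counts of the 12 libraries, drawn from the real means and library sizes with 200 changed genes. Every gene was given the same dispersion and libraries were drawn independently, so the rates that follow hold for that setting and may differ for the real counts. With 15860 genes tested, edgeR called 82% of simulated log2 changes of 0.5 and 100% of those of 1, 1.5 and 2 at the adjusted p, and 0.0894% of unchanged genes. DESeq2 1.42.0 called 80%, 95.9%, 100% and 100%. The alternatives were DESeq2's size factors and its Wald test, no filter on low counts, a filter at a mean of 50 counts, leaving out each library in turn, and other scalings and gene sets for the principal components. Leaving out 2 siCtrl libraries that deviated together was added after seeing the data. The search for short words in untranslated regions used transcripts of the reference annotation, Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. The plot was drawn with matplotlib 3.10.9.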

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

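Hypoxia targets, p53 targets and genes of the unfolded protein and integrated stress response, lists the paper does not discuss, differed between siSirt6 and siCtrl. Of 24 tested hypoxia targets 22 were lower in siSirt6 and none was higher (23 lower adjusted over the list alone), with a median log2 fold change of -0.44, and the mean level of the list was lower in all 6 siSirt6 libraries than in any siCtrl library. Among its members, DDIT4, an inhibitor of mTORC1, had -0.99, VEGFA -0.67 and LOX, which crosslinks collagen, -0.62. Of 26 genes of the unfolded protein and integrated stress response 15 were lower and none was higher, also adjusted over the list alone (median -0.28), with HSPA5, the main chaperone of the endoplasmic reticulum, at -0.45. Of 28 p53 targets 12 were higher and none was lower, also adjusted over the list alone (median 0.14), with PMAIP1 at 0.87 and AEN, a nuclease of apoptosis, at 0.51. The mean levels of these 2 lists did not overlap between the groups either. The adjusted p from camera was 1.32e-15 for hypoxia, 1.03e-07 for the stress response and 6.73e-04 for p53, and with an estimated correlation 0.0453, 0.0103 and 0.028. Technical and biological explanations of these 3 results were not tested.

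Single libraries far from the rest of their group were looked for by the gap to the nearest library as a share of the group's range, against the 95% critical value of Dixon's test. Of 566 groups of 6, from 223 named genes, 56 lists, library totals, mitochondrial shares and principal components, 26 passed this value, and chance passes about 1 in 20. On the second principal component, 1 siCtrl library lay below the others (0.874). In siSirt6, 1 library lay below the others in the mean level of matrix-degrading proteases (0.697) and of nuclear oxidative phosphorylation genes (0.852), and 1 lay above them in nerve and Schwann cell markers (0.660). These positions were not compared between lists. For genes in siCtrl, 1 library lay above the others for ITGA3 (0.673), CXCL5 (0.906), RPL4 (0.751), NDUFS1 (0.790), YWHAZ (0.723) and GAPDH (0.673), and below them for SFRP4 (0.672), INHA (0.753), SERPINH1 (0.648), IL1RAP (0.739), CD14 (0.656) and SIRT1 (0.719). For genes in siSirt6, 1 library lay above the others for WWP2 (0.653), RUNX1 (0.658), SERPINA1 (0.663), SERPINH1 (0.716), CYCS (0.663), KCNE4 (0.639), PLAGL1 (0.631) and YWHAZ (0.686), and below them for CTSL (0.753) and E2F2 (0.700).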

How the results depend on the processing

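Calls of single genes changed little with scaling or test. With DESeq2's size factors all 225 named genes kept their direction and their side of the adjusted p of 0.05, and with DESeq2's Wald test 223 did, SAMD9 losing its call and HPRT1 gaining one. At a fold of at least 2, 201 of the 202 called genes were called again with size factors (203 in all) and 200 with the Wald test (207 in all). With no filter on low counts 116 genes were higher, and 320 in all were called, 180 of them among the 202. This fit found no variation of its own for single genes (infinite prior degrees of freedom, against 17.7 with the filter), so it took every gene's spread from the trend over all genes. SELE, TCAP, WNT3 and SIRT5 lost their calls in it. With a mean of at least 50 counts required 23 were higher and 56 lower, all 79 among the 202, since fewer genes were tested. The filter on low counts left 40 of the authors' called genes untested, and whether more depth would call them was not tested.

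Leaving out each library in turn gave 192 to 242 called genes. Of the 225 named genes, 13 changed their call or direction in at least 1 of these 12 fits. CFD, DOCK2, SELE, TCAP, WNT3, UQCRFS1, SIRT5 and HLA-G lost calls, and HPRT1 and SIRT2 gained them. The log2 fold changes of SIRT3 (-0.11 to 0.00057), TXNIP (-0.058 to 0.046) and TBP (-0.041 to 0.090), none of them called, changed sign. Without the 2 siCtrl libraries that deviated together, which was chosen after seeing the data, 183 genes were called, 135 of them among the 202, 13 named genes lost calls with fewer libraries, and SIRT3 (0.052), TXNIP (0.13) and TBP (-0.059) again changed sign, uncalled.

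All 56 tested gene lists kept their direction and side of the threshold with size factors. With an estimated correlation 19 lists no longer passed, among them growth factors (adjusted p=0.163), proteases (0.138) and the inflammatory list (0.564). The inflammatory list also missed it without the 2 libraries (0.230) and in fry (0.0682), and ran from 0.0166 to 0.0903 over the single libraries left out. Without single libraries the BMP and TGF-beta response list lost its call in 8 of 12 fits (adjusted p up to 0.0815), YAP and serum response targets in 5 (0.0564), senescence markers in 2 (0.0796) and smooth muscle or pericyte markers in 1 (0.0590). The senescence list also lost it with the stricter filter (0.0560), and YAP and serum response targets without the 2 libraries (0.0629). The IGF pathway passed with Wald statistics (0.0165) and in fry (3.74e-04). Cholesterol synthesis passed with no filter (0.0206), in fry (0.00561) and when any of 3 single libraries was left out (0.0338 to 0.0492), and in all 10 lists passed in fry, 6 with no filter and 4 with Wald statistics that had not passed before. Lists that passed in no setting changed direction: Wnt ligands with no filter (adjusted p=0.860), without the 2 libraries (0.919), in fry (0.997) and without single libraries (0.798 to 0.986), the interleukin-1 receptor family with Wald statistics (0.976) and the stricter filter (0.885), adipocyte markers with Wald statistics (0.989), no filter (0.954), without the 2 libraries (0.979) and without single libraries (0.736 to 0.996), and nerve and Schwann markers with no filter (0.821), without the 2 libraries (0.919) and without single libraries (0.682 to 0.989). Interferon-stimulated genes also changed direction without single libraries (0.0535 to 0.858). Without the 2 libraries this list passed (1.55e-07) with camera's preset correlation of 0.01, but its members correlate at 0.829, it varied most within siCtrl, and this removal was chosen after seeing the data, so it was not taken as an effect. Except where stated, the cause was not tested.

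The share of variance on the first component was 65.1% for the authors' called genes, 21.1% for the 500 genes of largest variance, 69.6% with pareto scaling of all tested genes, 93.6% with pareto scaling of the authors' genes, 23.0% without the 2 libraries and 23.8% to 26.3% without single libraries. The first component separated siSirt6 from siCtrl in each of these.

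By donor number, no paired analysis was possible because the columns of the deposited tables do not carry the donor numbers of the labels. Each column name holds a letter that 1 column of each group shares, but no source says what the letters stand for, so they were not used as pairs. Blocking on donor, the component analysis of donor means, sign-flip tests and the splits that part every donor pair were therefore not run. A fit with the letter as a block could have been made but was not. How such pairing would change the p values and the splits was not tested. Alternatives for normalized values (pseudocount, upper-quartile scaling) were not run since the table holds counts.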

Differences from the paper's values

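The first principal component held 24.9% of the variance here, whereas the paper's plot gives about 91% in Supplementary Figure 6B, read by eye. Of the alternatives set before the data were examined, 3 came within 1.5 times the paper's share: log2 levels of the authors' called genes (65.1%), pareto scaling of all tested genes (69.6%) and pareto scaling of the authors' called genes (93.6%). The methods of the paper state pareto scaling of median-normalized values. The 500 genes of largest variance (21.1%) and leaving out single libraries (23.8% to 26.3%) did not, nor did leaving out the 2 siCtrl libraries that deviated together (23.0%), which was chosen after seeing the values. The numbers of genes higher and lower were within 1.5 times the paper's.

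FGF7 is drawn in Figure 3A among the lower genes. Its log2 fold change was -0.92 (adjusted p=1.32e-10 from edgeR), lower in all 6 siSirt6 libraries than in any siCtrl library, but with a fold under 2, and the authors' deposited table gives -0.92 as well. CFD, which the authors call lower, had -0.99 (adjusted p=0.028), and the long noncoding RNA AC091806.1, which they call higher, had 0.999 (adjusted p=0.0457), so both had folds just under 2.

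Several genes the paper shows had too few counts to be tested. With no filter on low counts, HRK was called at a log2 fold change of 2.28 (adjusted p=0.00793), PCK1 at -2.03 (0.0129), SLC6A2 at -1.81 (0.0166), EGR2 at -1.77 (0.0182) and TNNC1 at -1.64 (0.0375). IL2RG at -1.73 (0.0627) and SHBG at -1.23 (0.118) did not pass. In that setting 202 of the authors' 236 genes were called, against 194 with the filter, and each gene's spread was taken from the trend over all genes.

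The paper's pathway analysis foresees more inflammation and cartilage damage from these changes. Of 35 tested inflammatory genes 15 were lower and 5 higher in siSirt6, and of 38 proteases and related genes 16 were lower and 4 higher. With an estimated correlation neither list passed (adjusted p=0.564 and 0.138), nor did the inflammatory list in fry (0.0682). Of 17 protease inhibitors 9 were lower and 3 higher. Of 34 apoptosis genes 9 were higher and 1 lower, where the paper's analysis foresees more apoptosis. From camera with an estimated correlation these 2 lists did not pass either (adjusted p=0.256 and 0.149). The apoptosis list also missed the threshold with camera's preset correlation (0.104). All 29 tested genes that Supplementary Figure 6C draws went as drawn, but the study chose them on these libraries, so this is not independent evidence. Of 32 collagen genes 23 were lower.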

Other observations

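Tests of other splits of the libraries for gene lists and for mitosis, the other test on mitosis, and all tests on the word in 3′ UTRs except the splits were chosen after the results were seen.

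Genes of cell division were higher in siSirt6. Of 43 tested genes of G2 and mitosis 42 were higher and none was lower (43 adjusted over the list alone), with a median log2 fold change of 0.74. ASPM, a spindle protein, had 0.91, PLK1, a mitotic kinase, 0.92, CENPF 0.75 and KIF11, a spindle motor, 0.72. Of 39 genes of S phase 36 were higher and none was lower, also adjusted over the list alone (median 0.44), with MCM3 at 0.37 and RRM1 at 0.32. Mean levels of both lists were higher in all 6 siSirt6 libraries than in any siCtrl library. The adjusted p from camera was 6.81e-27 for mitosis and 9.89e-17 for S phase, but 0.111 and 0.149 with an estimated correlation. Without the 2 siCtrl libraries that deviated together, 42 mitosis genes were again higher (median 0.62), so those libraries are not the whole cause. Among 100 splits of the 12 libraries into 6 and 6, only the real one, 1 of 100, had as many mitosis genes called in one direction (42, against 26 in the highest other). Since 95 of 99 other splits called no gene at all, this count follows the number of all calls. It cannot exclude chance for this list by itself. A difference in the state of the cells at nucleofection, in contact between them or in their number at 72 hours was not tested and stays open.

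Other splits gave fewer calls than the real one in each result tested. At an adjusted p of at most 0.05 and a fold of at least 2 the real split called 202 genes and the highest other 33. With the adjusted p alone it called 4362 against 711, and 95 of 99 other splits called none. Core matrix genes among the lower genes numbered 13 against 2 and growth factors 7 against 1. Lists past the threshold numbered 29 of 51 against 27 with camera's preset correlation, where the median of the other splits was 7, and 10 against 0 with the estimated correlation. Each time the real split was the only 1 of 100 with so large a result. For the numbers of called genes, and of lists with the estimated correlation, chance can be excluded only if the 12 libraries are independent. Libraries that share donors or are paired by donor would not meet this condition, and whether they do was not tested. The counts of core matrix genes and growth factors follow the number of calls, so the splits do not test them apart from it. With the preset correlation the highest other split came close to the real one (27 against 29 lists). That other split also called 703 genes at the adjusted p, and a split that mixes the groups unevenly keeps part of their difference. These counts of lists therefore cannot show how specific to treatment the calls with the preset correlation are.

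Stress and repair genes moved both ways. Of 33 DNA repair factors linked to SIRT6 16 were higher and 2 lower (16 and 3 adjusted over the list alone; adjusted p=2.49e-04 from camera, 0.115 with an estimated correlation), with PRKDC at 0.21. Of 16 heat shock genes 8 were higher and none lower (0.00955, 0.111). Of 23 senescence markers and cell cycle inhibitors 10 were higher and 3 lower (0.0430, 0.163), with CDKN1A, the p21 inhibitor, at 0.11, and this list lost its call without single libraries (adjusted p up to 0.0796). Of 40 antioxidant and NRF2 targets 14 were higher and 10 lower (0.605, 0.785), and of 11 histone genes 1 and 2 (0.687, 0.799). Counts adjusted over each of the last 4 lists alone were the same.

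Genes of metabolism and translation were mostly lower or not called. Of 29 glycolysis genes 18 were lower and 4 higher (19 and 5 adjusted over the list alone; adjusted p=9.32e-05 from camera, 0.124 with an estimated correlation), with PGK1 at -0.27 and GAPDH at -0.19. Of 22 genes of cholesterol synthesis 8 were lower and 1 higher, also over the list alone (0.0699, 0.401; 0.0206 with no filter, 0.00561 in fry), with INSIG1 at -0.56. Of 75 ribosomal protein genes 22 were lower and none higher (23 and 0 over the list alone; 2.07e-05, 0.483), and of 15 mitochondrially encoded genes 9 and none (12 and 0; 0.00142, 0.401). Of 42 nuclear genes of oxidative phosphorylation 3 were lower and 3 higher (1 and 2; 0.577, 0.799).

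Signalling lists that the claims do not name went both ways. Of 29 genes of the BMP and TGF-beta response 11 were lower and 5 higher (11 and 6 adjusted over the list alone; adjusted p=0.0487 from camera, 0.163 with an estimated correlation), of 26 YAP and serum response targets 12 and 6 (13 and 7; 0.0420, 0.306), and of 20 ERK and Ras feedback genes 4 and 8 (4 and 11; 0.0221, 0.163), with CCND1, a cyclin of G1, at 0.62. The BMP and TGF-beta list and the YAP list lost their calls without single libraries (adjusted p up to 0.0815 and 0.0564). Of 14 Wnt beta-catenin targets 3 were lower and 3 higher (3 and 3; 0.778, 0.799), and of 6 Wnt ligands 2 and 1 (2 and 2; 0.930, 0.930). Of 22 integrins 7 were lower and 5 higher (9 and 5; 0.446, 0.458), with ITGA11 at -0.85. Of 24 complement and coagulation genes 10 were lower and 5 higher (10 and 5; 0.159, 0.564), and of 55 ion channels 11 and 8 (11 and 8; 0.446, 0.417). Of 15 imprinted growth genes 7 were lower and 3 higher (7 and 3; 0.123, 0.180), with the noncoding RNA H19 at -2.18. Of 15 housekeeping genes 3 were lower and 6 higher (3 and 8; 0.286, 0.526).

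Few markers of blood, fat, nerve and muscle could be tested. For adipocytes 1 of 7 tested was higher and 1 lower (adjusted p=0.778 from camera), for nerve and Schwann cells 1 of 8 and 1 (0.877), for osteoblasts 2 of 4 were lower, for macrophages or monocytes 1 of 3 was higher, CD14 (0.73), and for T and B lymphocytes 1 of 3. The only tested skeletal muscle marker was not called, and no erythroid marker had enough counts. Adjusted over each list alone the counts were the same, except that 2 nerve and Schwann markers were lower.

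A short word in 3′ UTRs went with lower levels. With length, GC content and expression level in the fit, the 2003 genes with GAGGTCA in the 3′ UTR, of 11714, were lower (z=-9.40). For 416 other words of the same bases, z was at most 3.51 in size. The word was found by search among 16384. In 4 of 100 splits of the libraries, the real split included, some word was as extreme (9.40 in size, 10.5 in the highest other). Since another split gave a more extreme word than the real split, these splits do not exclude chance. In each of 2 random parts of the genes a search found the same word. In the genes not used to choose it the coefficients were -0.0821 (SE 0.0105) and -0.0568 (SE 0.0104) in the 3′ UTR. In coding sequence they were -0.0438 (SE 0.0110) and -0.0423 (SE 0.0106). The mean difference was -0.0264 (SE 0.0106), and the first pair of values lay further apart than the second. Both parts use the same 12 libraries, so they do not test whether the pattern follows treatment. A candidate explanation is silencing of these transcripts by short matches to a small RNA. Whether the seed is that of a strand of the siRNA to SIRT6 cannot be told apart from other small RNAs, since 0 of 15 SIRT6 transcripts have AGAGGTCA or its reverse complement but 12 have GAGGTCA and 12 its reverse complement, where the flanking bases give CGAGGTCA (coefficient -0.00754, against -0.130 for AGAGGTCA), GAGGTCAT (-0.0880), GGAGGTCA (-0.0440) and GAGGTCAG (-0.0262). Of 56 searched genes lower by a fold of at least 2, 20 have GAGGTCA or AGAGGTC in the 3′ UTR (35.7% against 21.1% of all searched). Both words were chosen on these same fold changes, so the higher share is not independent evidence. The shares also take no account of length, GC content or expression level. FGF7 has 3 copies of GAGGTCA and RAB6A 2, whereas COMP, COL2A1, COL8A1, ECM2, CILP2, IGFBP2, SFRP1 and SFRP4 have neither GAGGTCA nor AGAGGTCA. The siRNA sequences are not given in the sources used here, and a change in an endogenous microRNA was not tested and stays open.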
